# A cell-nonautonomous mechanism of yeast chronological aging regulated by caloric restriction and one-carbon metabolism

**DOI:** 10.1074/jbc.RA120.015402

**Published:** 2020-12-02

**Authors:** Elisa Enriquez-Hesles, Daniel L. Smith, Nazif Maqani, Margaret B. Wierman, Matthew D. Sutcliffe, Ryan D. Fine, Agata Kalita, Sean M. Santos, Michael J. Muehlbauer, James R. Bain, Kevin A. Janes, John L. Hartman, Matthew D. Hirschey, Jeffrey S. Smith

**Keywords:** *Saccharomyces cerevisiae*, caloric restriction, aging, chronological life span, cell-nonautonomous, serine, one-carbon metabolism, amino acids, AMPK, AMP-activated protein kinase, BCAA, branched chain amino acids, CFUs, colony forming units, CR, caloric restriction, CLS, chronological life span, CRCM, CR conditioned media, GAAC, general amino acid control, NR, nonrestricted, QTL, quantitative trait locus, RT, retention time, SC, synthetic complete, TCA, tricarboxylic acid cycle, TOR, target of rapamycin

## Abstract

Caloric restriction (CR) improves health span and life span of organisms ranging from yeast to mammals. Understanding the mechanisms involved will uncover future interventions for aging-associated diseases. In budding yeast, *Saccharomyces cerevisiae*, CR is commonly defined by reduced glucose in the growth medium, which extends both replicative and chronological life span (CLS). We found that conditioned media collected from stationary-phase CR cultures extended CLS when supplemented into nonrestricted (NR) cultures, suggesting a potential cell-nonautonomous mechanism of CR-induced life span regulation. Chromatography and untargeted metabolomics of the conditioned media, as well as transcriptional responses associated with the longevity effect, pointed to specific amino acids enriched in the CR conditioned media (CRCM) as functional molecules, with L-serine being a particularly strong candidate. Indeed, supplementing L-serine into NR cultures extended CLS through a mechanism dependent on the one-carbon metabolism pathway, thus implicating this conserved and central metabolic hub in life span regulation.

Caloric restriction (CR) extends life span in a wide variety of model organisms ranging from the budding yeast, *Saccharomyces cerevisiae*, to nonhuman primates, implying that conserved cellular processes and pathways must mediate the beneficial effects or somehow be impacted by the dietary regimen (1). Indeed, conserved processes including autophagy, target of rapamycin (TOR) signaling, and AMP-activated protein kinase (AMPK) signaling have each been implicated in regulating aging in most models of CR (2). In the yeast system, CR is typically characterized by reducing the initial glucose concentration in growth medium from 2% (nonrestricted; NR) to 0.5% or lower, or reducing overall amino acids (3, 4). Glucose restriction robustly extends both yeast replicative life span (RLS) and chronological life span (CLS) (3, 4, 5, 6), the latter of which is defined by the number of days that nondividing cells maintain proliferative capacity in liquid culture after entering stationary phase, quantified upon transfer to fresh nutrient media (7, 8). As glucose becomes limiting toward the end of exponential growth, cells switch from fermentative (metabolism of glucose to ethanol) to mitochondrial-driven oxidative metabolism of the ethanol and organic acids produced during fermentation. This “diauxic shift” is accompanied by dramatic changes in transcription, translation, and metabolic profiles that facilitate slower cell growth using nonfermentable carbon sources (9, 10), ultimately leading to cell cycle exit and quiescence. CLS largely hinges on an adaptive response to nutrient depletion, consisting of cell cycle exit (G0), called quiescence (11, 12). Yeast CLS is therefore considered a model for the aging of quiescent stem cells or postmitotic cells such as neurons and muscle fiber cells (13, 14, 15).

Since the initial glucose concentration in yeast cultures has profound impact on long-term cell survival, fully understanding intracellular and extracellular responses underlying the complex adaptive transition into quiescence, and how CR influences them, is of central interest. CR enhances several processes that occur during the diauxic shift, including Snf1 (AMPK) signaling (16), mitochondrial respiration and ATP production (6, 17, 18, 19), accumulation of the storage carbohydrate trehalose (20), and improved G1 cell cycle arrest (21). In addition to CR, there are several other conserved genetic and environmental manipulations that extend CLS, including inhibition of TOR signaling (22) and methionine restriction (23, 24).

As a unicellular organism, the impact of environmental and genetic modifications on budding yeast survival is usually expected to occur through cell-autonomous mechanisms such as direct changes in gene expression, metabolism, and stress response. However, regulation of survival by genetic and environmental manipulations is also linked with cell-nonautonomous mechanisms driven by cell-derived extracellular factors (25, 26). For example, acetic acid released by cells during CLS assays accumulates and acidifies the media. The resulting acetic acid stress response activates nutrient sensing pathways that lead to elevated superoxide (27), apoptosis, and reduced life span (25). Importantly, acetic acid accumulation is suppressed by CR or TOR inhibition (25, 28), thus contributing to the beneficial effects on CLS. Buffering the media pH or transferring cells to water after stationary phase also effectively protects yeast cells from this cell-nonautonomous aging mechanism (25, 29).

Longevity-associated cell-nonautonomous mechanisms are classically described from rodent models, where circulating extracellular factors have been identified from heterochronic parabiosis experiments (30). For example, mesencephalic astrocyte-derived neurotrophic factor (MANF) from a younger mouse protects against liver damage in the older mouse (31). MANF overexpression also extends life span in *Drosophila* (31). Interestingly, some factors that act in a cell autonomous manner, such as the insulin-like signaling transcription factor FOXO, can impact organismal longevity *via* cell-nonautonomous mechanisms (32, 33), raising the possibility that such processes are more widespread than previously thought.

Despite being single cell organisms, budding yeast utilizes proteins and metabolites for cell–cell communication associated with mating, differentiation, and sporulation. Recognition of opposite haploid mating types (a-cells or α-cells) occurs *via* the extracellular pheromone peptides a-factor and α-factor (34), whereas pseudohyphal growth in dense cultures or colonies is mediated by quorum sensing *via* the amino acid–derived aromatic alcohols, tryptophol, and phenylethanol (35). Chronological aging of *S. cerevisiae*, which occurs in densely crowded cultures and is highly sensitive to gene–nutrient interactions (36), would also seem subject to cell-nonautonomous mechanisms. Indeed, unidentified high-molecular-weight (>5000 Da) extracellular factors from old stationary phase cultures have been implicated in stimulating survival of other old cells (37). Similarly, our lab observed that conditioned media isolated from glucose-restricted stationary phase cultures, referred to as CR conditioned media (CRCM) throughout this current study, extended CLS when supplemented into NR cultures (38), suggesting the presence of one or more extracellular proteins, peptides, or metabolites that contribute to life span regulation. We were interested in elucidating these factors in order to provide new insights about CR mechanisms. To this end, we utilized a combination of chromatography, metabolomics, and targeted mass spectrometry to identify functional candidate factors that were more abundant in CRCM than conditioned media from NR cultures (NRCM). Longevity activity was traced to multiple amino acids that extend CLS when supplemented into NR cultures. We focused further analysis on L-serine and, in the process, implicated the one-carbon metabolism pathway in CLS regulation.

## Results

### Conditioned media from CR stationary-phase cultures contains longevity factors

To further investigate the extracellular mechanisms underlying CR-induced CLS extension, we collected and concentrated CRCM and NRCM from day 5 stationary-phase cultures of BY4741, a commonly used lab strain (Fig. 1*A*). Each concentrate was then titrated into NR SC media at 1:10, 1:20, or 1:50 ratios. We reasoned that using concentrated media would increase the chances of detecting longevity activity if the factors were low-abundance molecules. CLS of BY4741 was initially analyzed using a 384-well quantitative high-throughput cell array phenotyping (Q-HTCP) system that allowed 96 replicates for each condition (Fig. S1*A*). With Q-HTCP, improved CLS is indicated by a lower L parameter on the y-axis, representing the time it takes a small aliquot spotted onto a fresh YPD plate to reach ½ maximum growth density (36, 39). If more viable cells are spotted, then it takes less time to reach ½ max growth. Compared with the control (dH_2_O), CRCM supplementation clearly lowered the L parameter in a dose-dependent manner (Fig. S1*A*), corresponding to extended life span in survival curves (Fig. S1*B*). In contrast, NRCM only had minor beneficial effects at the higher (1:10 and 1:20) supplementation levels, suggesting that significantly higher concentrations of putative extracellular longevity factors were present in the CRCM. We also tested whether further dilution of the CRCM concentrate would extend CLS when grown in larger 10 ml cultures and quantified using our standard microcolony viability assay (see (16) and Experimental Procedures). As shown in Figure. 1, *B* and *C*, the CRCM concentrate significantly extended CLS of BY4741 when diluted 1:50 (2% vol/vol) or 1:100 (1% vol/vol) in NR SC media, while NRCM concentrate had a minor effect only at 2% (vol/vol). Since BY4741 is auxotrophic for histidine, leucine, methionine, and uracil, we next confirmed that concentrated CRCM isolated from this strain could also extend the CLS of a prototrophic strain, FY4, when supplemented into NR SC (Fig. 1, *D* and *E*). We concluded that the putative longevity factors were significantly more abundant in CRCM than NRCM.

**Figure 1:**
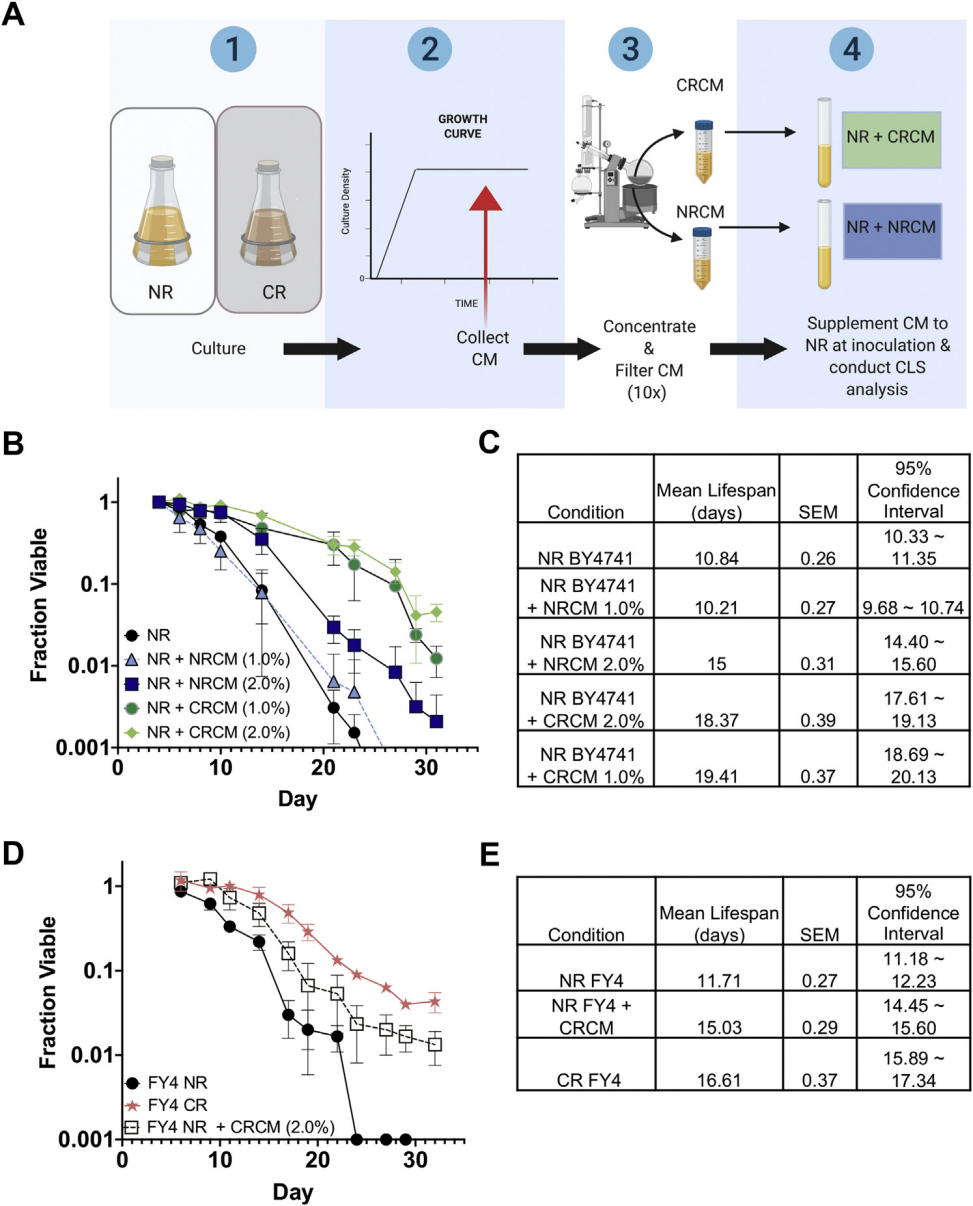
**Longevity factors are present in conditioned media from calorie-restricted yeast cultures.***A*, schematic of conditioned media CLS experiments. BY4741 was grown to stationary phase in SC media containing 2% (NR) or 0.5% (CR) glucose. Cells were pelleted by centrifugation and the conditioned media (CRCM or NRCM), then concentrated tenfold with a Büchi Rotavap apparatus, and supplemented into small 15 ml NR cultures of BY4741 or FY4. *B*, quantitative chronological life span (CLS) assay. Concentrated CRCM and NRCM were supplemented at 1% or 2% (vol/vol) into NR cultures at time of inoculation. To measure the fraction of viable cells over time, microcolony forming units were counted after 18 h of regrowth after spotting onto YPD plates. Error bars indicate standard deviations (n = 3). *C*, mean life span in days was calculated using Online Application for Survival Analysis Software (OASIS 2), which reports standard error of the mean (SEM) and 95% confidence intervals. *D*, quantitative CLS assay showing effect of CRCM at 1% (vol/vol) on prototrophic strain FY4. *E*, statistical analysis of results from panel D. All CLS assays had three biological replicates.

### Fractionation of CRCM isolates CLS factor activities separate from acetic acid

The preliminary experiments in Figures 1 and S1 provided evidence of titratable longevity factors enriched in the media of CR cultures, thus raising the question of their chemical nature and identities. An earlier study concluded that chronologically aged yeast cells release large (>5 kD) heat-stable compounds into the media that improve viability of other cells in the population (37). To determine if CRCM contained such factors, we treated it with Proteinase K, DNase I, RNase A, phenol/chloroform, autoclaving, or freezing, but none of these had any effect on CLS extension (data not shown). Instead, CRCM activity was found to be smaller than 5000 Da, as the fraction passing through an Amicon Ultra-4 centrifugal filter unit (5000 MW cutoff) had CLS extending activity equivalent to the starting material (Fig. 2*A*). This result demonstrated that the CR-associated longevity factors described here were different from the previously described higher-molecular-weight factors (37).

**Figure 2:**
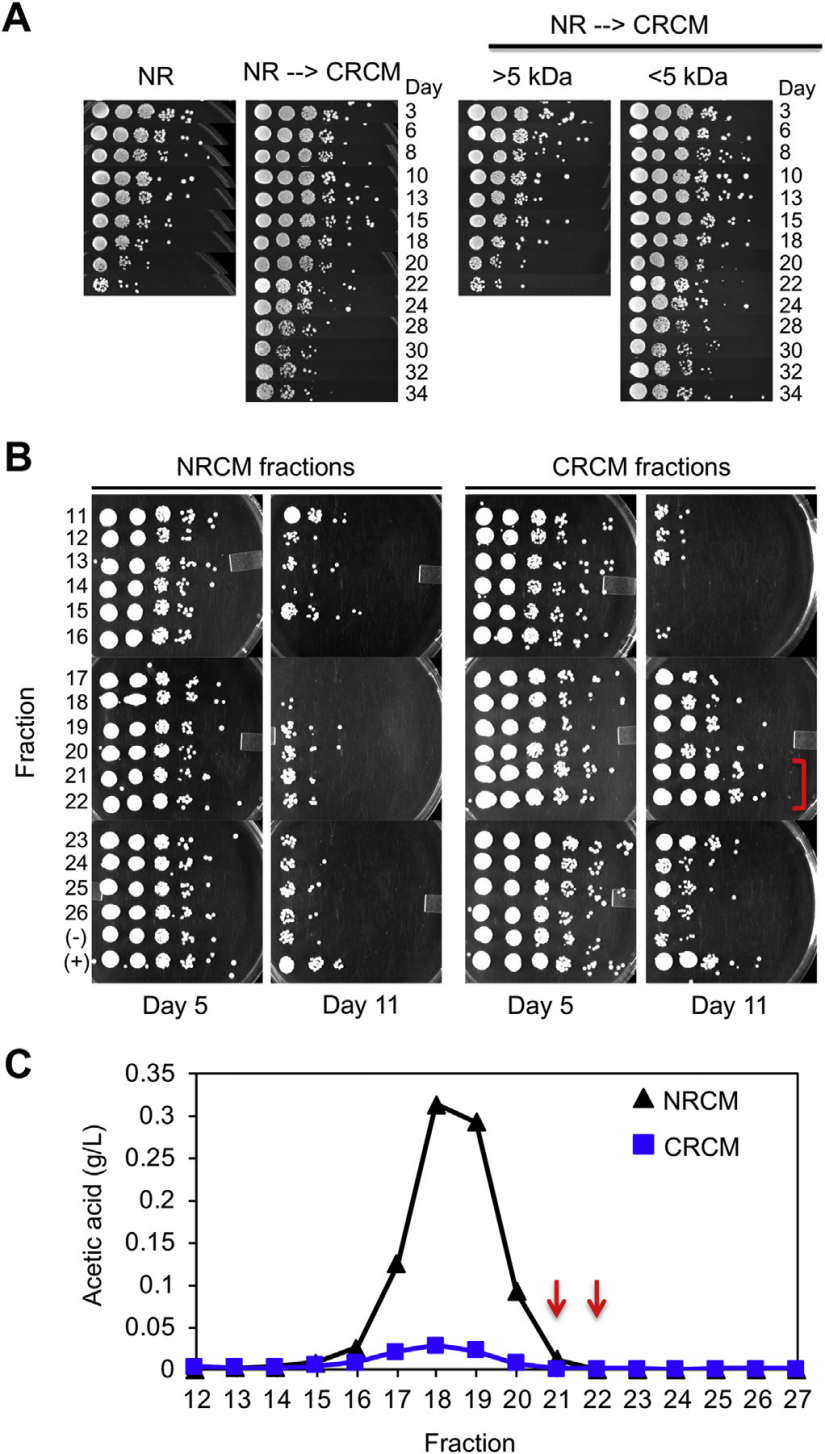
**Chromatographic sizing and separation of longevity factor activity in CRCM.***A*, Left panel: Qualitative CLS assay showing improved viability when supplementing CRCM into nonrestricted BY4741 cultures. Right panel: CRCM was first separated into high MW (>5 kDa) or low MW (<5 kDa) fractions using an Amicon Ultra-4 centrifugal filter unit, then supplemented into nonrestricted BY4741 cultures. Longevity activity was retained in the low MW fraction. *B*, size-exclusion chromatography of NRCM and CRCM was performed using a Sephadex G-10 column (700 Da MW cutoff). Fractions were added to nonrestricted BY4741 cultures at the time of inoculation, and viability tracked over time with qualitative spot assays. The effects of fractions 11–26 are shown for days 5 and 11. The longevity peak fractions for CRCM are bracketed in red. *C*, acetic acid concentration (g/L) was measured for each fraction. *Red arrows* indicate the fractions (21 and 22) with longevity activity in CRCM.

To more effectively size the active CLS-modifying molecules in conditioned media using size-exclusion chromatography, we rigorously concentrated 150 ml of NRCM or CRCM down to a final volume of 2.5 ml (60-fold). Precipitates were then removed by centrifugation, and the remaining soluble material fractionated through a Sephadex G-10 column, which has a size-exclusion limit of ∼700 Da. Fractions were added to NR SC cultures of BY4741 at a 1:5 ratio and CLS extension detected using a qualitative spot test assay (Fig. 2*B*). At day 11, there was a clear peak of improved viability at fractions 21 and 22 for the CRCM, suggesting that the active compounds were smaller than 700 Da (Fig. 2*B*). We considered the possibility that high levels of acetic acid in the NRCM could potentially mask longevity activity in the fractions. However, acetic acid peaked at fractions 18–19 in these columns, distinct from the CRCM longevity peak at fractions 21–22 (Fig. 2*C*, *red arrows*). Instead, the reduced day 11 viability with NRCM fractions 16–18 was potentially due to elevated acetic acid (Fig. 2, *B*–*C*). Based on this size-exclusion chromatography and the resistance to various treatments such as heat, phenol extraction, nuclease digestion, etc., we concluded that the longevity factors in CRCM were small water-soluble compounds separable from acetic acid.

### CRCM-enriched metabolites and induced genes indicate amino acids modulate CLS

Knowing that the extracellular longevity factors were small molecules, we next utilized a comparative metabolomics approach to generate metabolite profiles for the CR and NR conditioned media, reasoning that differential abundance of extracellular metabolites could be a source of CRCM longevity factors (Fig. 3*A*). Enrichment and pathway analysis of metabolites more abundant in the CRCM compared with NRCM (Table S1) was performed using MetaboAnalyst (40), in which pathway impact (relative circle size) is a measure that considers the centrality of a metabolite in the pathway (Fig. 3*B*). The most significantly enriched categories (shaded red) were related to amino acids, including L-alanine, L-aspartate, and L-glutamate metabolism, as well as L-glycine, L-serine, and L-threonine biosynthesis, both of which had the two highest pathway impact scores (Fig. 3*B*).

**Figure 3:**
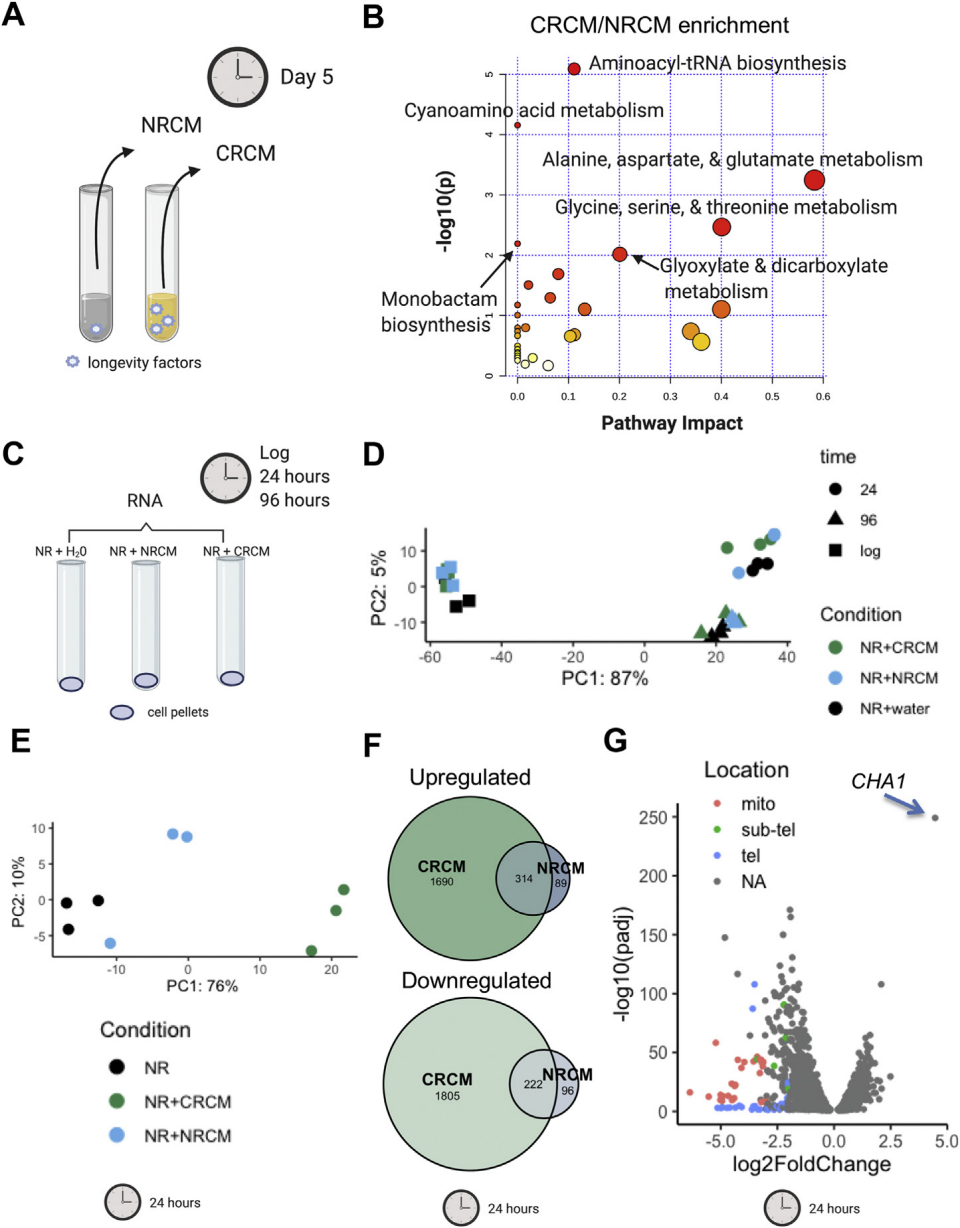
**Metabolomic and RNA-seq analysis point toward amino acid metabolism.***A*, schematic of conditioned medium collection used for untargeted metabolomics analysis after 5 days of SC cultures grown with 2.0% (NR) or 0.5% glucose (CR). *B*, metaboAnalyst software was used for Enrichment and Pathway Analysis of metabolites with a CR/NR ratio greater then 1.0. The names of KEGG pathways with *p* < 0.05 are highlighted. Pathway impact is a measure that considers the centrality of a metabolite in the pathway. Circle size is proportional to pathway impact value, and *darker red color* indicates more significant changes. *C*, schematic of cell conditions (NR, NR + 2.0 % NRCM, and NR + 2.0% CRCM) collected for RNA-seq analysis at 6 h (log phase), 24 h, and 96 h. Three biological replicates were performed for each condition. *D*, principal component analysis of RNA-seq samples at log, 24, and 96 h conditions of NR, NR+ NRCM, and NR+ CRCM. *E*, principal component analysis of RNA-seq samples collected at 24 h. *F*, Venn diagram of differentially expressed genes (up or down; FDR<0.05) for NRCM- or CRCM-supplemented samples, as compared with the NR + H_2_O control at 24 h. *G*, volcano plot displaying differential expressed genes between the NR + CRCM and NR + H_2_O samples at 24 h. The y-axis indicates the p-adjusted value, and x-axis the log2 fold change. *Red*, *green*, and *blue* denote genes located in the mitochondrial genome, subtelomeric, or telomeric regions, respectively. The most upregulated gene *CHA1* is highlighted by an *arrow*.

To gain additional insights about candidate factors that were potentially functional, we also performed transcriptomics analysis on BY4741 cells grown in NR SC media supplemented with CRCM, NRCM, or water as a control (Fig. 3*C*), with a goal of identifying physiological responses linked to specific metabolites. Following inoculation into these conditions, we harvested cells at 6 h (log phase), 24 h (late diauxic shift), and 96 h (stationary phase), then performed RNA-seq on isolated mRNAs from three biological replicates. 

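BY4741 cells, a MATa laboratory strain, were sampled at log phase, 24 h, and 96 h after inoculation into SC medium with 2% glucose and CRCM concentrate, NRCM concentrate, or water. Each of the 9 groups had 3 biological replicates, giving 27 RNA-seq libraries. According to the methods, poly(A) RNA was selected, directional libraries were sequenced on an Illumina instrument, and reads were mapped to sacCer3 with bowtie2 under default settings and compared with DESeq2. The deposited values give each gene's share of its library's total over 6692 genes, and the paper's text does not name the step that assigned reads to genes or its strand setting. Whole reads were recovered from these shares, and 99.97% of the values that could be tested, 31.8% of all values, were whole within 0.1 read. At log phase the recovered totals were 18670793 to 41286704 reads (median 19869488) with water, 7396427 to 15399446 (median 8799421) with NRCM, and 8027824 to 14408505 (median 11966896) with CRCM. At 24 h they were 12754548 to 20698064 (median 15614811) with water, 9385034 to 12375094 (median 11471618) with NRCM, and 7817075 to 114316138 (median 10239454) with CRCM. At 96 h they were 11284853 to 22163615 (median 20149028) with water, 7519019 to 10362453 (median 7894044) with NRCM, and 7941512 to 34799693 (median 12797793) with CRCM. Shares were scaled to CPM, divided by TMM factors, and tested with limma on log2(CPM + 1) within each time point. Genes with at least 1 CPM in at least 3 libraries were tested, 6483 at log phase, 6577 at 24 h, and 6652 at 96 h, and an adjusted p under 0.05 was counted as a change. All p values rest on 3 biological replicates per group. TMM scaling centers the change of the typical gene near 0. Without it the median log2 fold change of all genes in CRCM against water was 0.42 at 24 h and -0.12 at 96 h, so each direction is relative to the typical gene.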

Principal component analysis (PCA) indicated the major variance within the data was the time points (Fig. 3*D*), consistent with the massive transcriptional changes that occur during the transition into stationary phase (9, 10). 

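In water-supplemented cells, PCK1, which encodes the gluconeogenic enzyme phosphoenolpyruvate carboxykinase, averaged 13.4 ± 10.8 CPM (SD, n = 3) at log phase and 2082 ± 857 CPM at 24 h. RNR1, which encodes a subunit of ribonucleotide reductase, averaged 440 ± 100 CPM (SD, n = 3) at log phase and 84.2 ± 10.5 CPM at 96 h. NSR1, which encodes a nucleolar protein of ribosomal RNA processing, averaged 1084 ± 309 CPM (SD, n = 3) at log phase and 92.2 ± 12.0 CPM at 24 h. These levels were scaled within each time point, and the differences between time points were not tested gene by gene. In PCA of the 500 most variable genes over the 27 libraries, the first component carried 86.8% of the variance and the second 5.1%. The 3 log-phase groups had mean coordinates of 54.18 to 57.37 on the first component, against -33.44 to -21.95 for the 6 groups of 24 h and 96 h.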

In early log-phase cells, there were no significantly upregulated or downregulated genes in the CRCM- or NRCM-supplemented samples as compared with the H_2_O-supplemented control (FDR <0.05), consistent with earlier microarray analysis showing that CR (0.5% glucose) had little effect on gene expression during early log phase (38). 

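ADE17, which encodes an enzyme of de novo purine synthesis, was lower in NRCM-supplemented than in water-supplemented log-phase cells, at 64.7 ± 6.02 against 152 ± 18.0 CPM (SD, n = 3; log2 fold change -1.22, standard error 0.15, adjusted p = 0.0151 from limma). It was the 1 gene called between NRCM and water, but with the replicate number as a block 29 genes were higher and 4 lower. Libraries of the same number correlated at 0.481 to 0.75 between CRCM and NRCM, after group means were removed, and at 0.083 to 0.407 between NRCM and water. Its adjusted p ranged from 4.97e-10 to 0.215 over the other settings. It was 0.0877 when only the 6 libraries compared were fitted, 0.111 without water replicate 1, 0.0565 without NRCM replicate 1, and 0.215 without NRCM replicate 2. CRCM against water gave 0 called genes with limma, with edgeR, and with DESeq2. At an unadjusted p under 0.05, limma gave 118 higher and 117 lower genes. CRCM against NRCM gave 0 called genes with limma and with edgeR and 1 higher and 3 lower with DESeq2. Its unadjusted p was under 0.05 for 18 higher and 35 lower genes with limma. NRCM against water gave 323 higher and 199 lower genes at an unadjusted p under 0.05 with limma, and DESeq2 called 10 higher and 8 lower. Transcripts of the mitochondrial genome summed to 202 to 1614 CPM in the water libraries, 21.4 to 380 CPM with CRCM, and 26.3 to 462 CPM with NRCM. Replicate 3 was the lowest with water and the highest with CRCM and NRCM. HXT4, which encodes a glucose transporter, stood at 1186 CPM before TMM scaling in water replicate 3 and at 113 and 107.5 CPM in the other water libraries. Without water replicate 3, 9 genes were lower with CRCM, and 1 was higher and 11 were lower with NRCM. Without NRCM replicate 3, 3 genes were higher and 1 was lower with NRCM than with water, and 3 were lower with CRCM than with NRCM. Without water replicate 1, NRCM replicate 1, NRCM replicate 2, or CRCM replicate 1, NRCM against water gave 0 lower genes. The first component of the 9 libraries set those numbered 3 (-8.418, -15.963, and -17.518) apart from the others (4.195 to 9.07). The pseudo-F by supplement was 1.005 (p = 0.486 from an exact permutation test over 280 groupings, which ignores the replicate number). It was 2.932 with the means of each replicate number removed (p = 0.25 from an exact permutation test over the 36 groupings within replicate numbers).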

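At 24 h, IXR1, which encodes an HMG-box DNA-binding protein, rose with CRCM from 153 ± 35.4 to 577 ± 73.8 CPM (SD, n = 3; log2 fold change 1.92 against water, standard error 0.24, adjusted p = 0.000206). DIP5, which encodes the permease of glutamate and aspartate, rose by 1.82 on the log2 scale (standard error 0.31, adjusted p = 0.00113), and the frataxin gene YFH1 and the uracil permease gene FUR4 rose by 1.61 and 1.60. HXT4 and TIP1, which encode a glucose transporter and a cell wall mannoprotein, had log2 fold changes of -4.76 and -4.21 against water. The siderophore transporter gene ARN2 had one of -3.53 (adjusted p = 8.46e-06) and BTN2 one of -3.63. Of 25 genes of the stress response, 20 were lower with CRCM and 0 higher (22 and 0 when adjusted over the list alone). Their median log2 fold change was -1.08 (camera adjusted p = 4.99e-09, adjusted p = 0.567 with an estimated correlation). The chaperone genes SSA3, HSP82, and HSP104 had log2 fold changes of -3.01, -2.99, and -2.81. Of 16 genes of trehalose and glycogen metabolism, 13 were lower and 1 was higher (14 and 1 when adjusted over the list alone), with a median of -1.22 (camera adjusted p = 1.76e-06, adjusted p = 0.567 with an estimated correlation). Among them, the glycogen synthase gene GSY1 had a log2 fold change of -2.06, the glycogen phosphorylase gene GPH1 one of -1.82, and the trehalose synthase subunit gene TSL1 one of -1.76. Against NRCM, CRCM raised the co-chaperone gene JJJ1 by 1.39 and ZPS1 by 1.62, and the arginase gene CAR1 had a log2 fold change of -2.77 and the siderophore retention gene FIT3 one of -3.07. In all, 1765 genes were higher and 1622 lower with CRCM than with water, 767 and 917 of them by over 1.5-fold. With NRCM, 477 were higher and 396 lower than with water. Against NRCM, 1375 genes were higher and 1362 lower with CRCM, and 1038 were higher and 1121 lower with CRCM than with both other supplements. Of the 3387 genes called between CRCM and water, 3364 had no overlap between the libraries of the groups, as had 68.3% of all tested genes, where chance gives 10%. NRCM shared 355 higher and 239 lower genes with CRCM. Both comparisons use the same water libraries. In 50 simulations without an effect, their fold changes correlated at 0.502 with 66.6% of genes of the same sign (means), and the values here were 0.607 and 68.2%. The simulations hold only noise, so these 2 measures do not tell how much of the agreement comes from the shared libraries. The covariance of the fold changes was 0.1383, against a simulated mean of 0.0121 from noise in the shared libraries. The simulations gave 0 shared calls in either direction. Without an effect hardly any gene can be called, so this does not tell how many shared calls come from the shared water libraries. PCA of the 24 h libraries gave components of 75.2% and 10.8%, with mean first coordinates of -20.81 ± 2.41 for CRCM, 4.06 ± 5.97 for NRCM, and 16.75 ± 2.81 for water (SD, n = 3). The pseudo-F by supplement was 13.881 (p = 0.00357 from an exact permutation test over 280 groupings, the smallest it can give). Without TMM factors, 3777 genes were higher and 656 lower with CRCM than with water, 3450 and 544 than with NRCM, and 66.7% rather than 54.6% of the NRCM calls were higher. The NRCM counts moved by over 1.5 times without water replicate 1 (130 higher, 81 lower), water replicate 3 (176, 116), CRCM replicate 2 (295, 228), CRCM replicate 3 (327, 258), or NRCM replicate 1 (1358, 1092), 2 (153, 99), or 3 (263, 230).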

At the 24 h time point, however, CRCM-supplemented samples diverged from the NRCM- and H_2_O-supplemented controls in a PCA plot (Fig. 3*E*) and showed many more differentially regulated genes than the NRCM-treated samples (Fig.3*F*). 

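At 96 h, PHO89, which encodes a sodium-phosphate cotransporter, rose with CRCM from 19.9 ± 3.10 to 759 ± 171 CPM (SD, n = 3; log2 fold change 5.17 against water, standard error 0.18, adjusted p = 8.12e-08). PHO84, which encodes the high-affinity phosphate transporter, rose by 2.70 on the log2 scale (standard error 0.20, adjusted p = 7.81e-06), and RGI2 and the chitin deacetylase gene CDA2 by 3.68 and 2.88. Against NRCM, PHO89, PHO84, and CDA2 rose by 4.82, 3.28, and 3.33 with CRCM. Also against NRCM, the cytochrome c isoform gene CYC7 had a log2 fold change of -3.47 and the pyrimidine synthesis gene URA1 one of -2.59. IME1 and PHD1, which encode regulators of meiosis and of filamentous growth, had ones of -2.52 and -2.35 in that comparison. Of 22 genes of the glyoxylate cycle, gluconeogenesis, and acetate use, 15 were higher with CRCM than with water and 1 was lower (16 and 1 when adjusted over the list alone). Their median log2 fold change was 0.77 (camera adjusted p = 1.99e-06, adjusted p = 0.616 with an estimated correlation). The acetate transporter gene ADY2, the carnitine carrier gene CRC1, the carnitine acetyltransferase gene YAT1, and PCK1 rose by 3.06, 2.81, 1.85, and 2.27. Of the 25 stress response genes, 13 were lower and 4 higher (14 and 4 when adjusted over the list alone). YGP1 had a log2 fold change of -1.98 and HSP12 one of 1.82. The median of the list was -0.64 (camera adjusted p = 0.015, adjusted p = 0.672 with an estimated correlation and 0.124, at a median of -0.55, without CRCM replicate 3). In all, 1338 genes were higher and 1411 lower with CRCM than with water, 700 and 687 of them by over 1.5-fold. With NRCM, 859 were higher and 769 lower than with water. Against NRCM, 1156 genes were higher and 1296 lower with CRCM, and 729 were higher and 753 lower with CRCM than with both other supplements. Of the 2749 genes called between CRCM and water, 2691 had no overlap between the libraries of the groups, as had 53.5% of all tested genes, where chance gives 10%. CRCM and NRCM shared 429 higher and 410 lower genes against the same water libraries. Their fold changes correlated at 0.566 and 64.6% of genes had the same sign, where simulations of noise alone gave 0.502 and 66.6%. The covariance was 0.1482 against a simulated mean of 0.0129, and the simulations shared at most 1 higher and 0 lower genes. As at 24 h, noise alone calls hardly any gene. Neither these shared calls nor the correlation and signs tell how much comes from the shared libraries. PCA of the 96 h libraries gave components of 58.6% and 27.4% and a pseudo-F of 12.723 by supplement (p = 0.00357 from an exact permutation test over 280 groupings, the smallest it can give). CRCM replicate 3 held 68.1 CPM on LEU2 and 11.7 CPM on URA3, which are deleted in BY4741, against at most 0.174 and 0.177 CPM in the other 26 libraries. Without it, 1547 genes were higher and 1563 lower with CRCM than with water, and 1468 were higher and 1293 lower with NRCM. Without TMM factors, 33.1% rather than 48.7% of the CRCM calls and 30.6% rather than 52.8% of the NRCM calls against water were higher. The NRCM counts also moved by over 1.5 times without water replicate 1 (366 higher, 327 lower), 2 (390, 332), or 3 (556, 435), or NRCM replicate 1 (400, 385), 2 (459, 416), or 3 (568, 484).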

At the 96 h time point, gene expression for the NRCM samples also clearly differentiated from the H_2_O-supplemented control (Fig. S2*A*), though there were still a large number of genes exclusively altered in the CRCM samples (Fig. S2*B*). The top GO term for CRCM-upregulated genes at 96 h was α-amino acid catabolic process (Table S2), consistent with the MetaboAnalyst results indicating amino acid metabolism. 

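Of 33 genes of amino acid catabolism, 16 were higher with CRCM than with water at 96 h and 9 were lower (16 and 12 when adjusted over the list alone). ARO10, which encodes a decarboxylase of the catabolism of aromatic amino acids, rose by 1.29 on the log2 scale (standard error 0.15, adjusted p = 0.000123), and BNA4, of the kynurenine pathway of tryptophan breakdown, by 1.00 (standard error 0.11, adjusted p = 6.57e-05). CAR1, which encodes arginase, had a log2 fold change of -1.74 (standard error 0.23, adjusted p = 0.000245), and UGA2, of the breakdown of GABA, one of -1.17. The list's median was 0.32 and its mean 0.12, and camera found no shift of the list in 1 direction (adjusted p = 0.225, adjusted p = 0.779 with an estimated correlation), while fry for changes in either direction gave p = 5.03e-08. The fry test makes no comparison with genes outside the list, and 2749 of the 6652 genes tested were called between CRCM and water at 96 h. It therefore cannot tell whether amino acid catabolism changed more than other genes did. Among the 700 genes higher by over 1.5-fold, 12 were of this list, where 3.5 would be found by chance (adjusted p = 0.000645, Fisher's exact test, over the genes tested). The corresponding counts were 13 against 2.3 for the glyoxylate cycle, gluconeogenesis, and acetate use, 7 against 2.0 for amino acid permeases, and 5 against 0.7 for a-specific genes (adjusted p = 6.11e-07, 0.0102, and 0.00145, the same test). Of 19 amino acid permease genes, 10 were higher and 5 lower, both when adjusted over all genes and when adjusted over the list alone (median 0.36, camera adjusted p = 0.101, adjusted p = 0.633 with an estimated correlation). With DESeq2 the list was called higher (median 0.37, adjusted p = 0.00137), as it was with fry (adjusted p = 0.0017). The proline permease gene PUT4 rose by 2.86, DIP5 by 2.63, and TAT1 and BAP2, which encode permeases of aromatic and branched-chain amino acids, by 1.82 and 1.65. Of 54 genes of amino acid biosynthesis under general amino acid control, 17 were higher and 4 lower, with the same counts when adjusted over the list alone (median 0.19, camera adjusted p = 0.00531, adjusted p = 0.616 with an estimated correlation). The leucine synthesis gene LEU4 rose by 1.34. Of 22 genes under nitrogen catabolite repression, 4 were higher and 11 lower (4 and 12 when adjusted over the list alone; median -0.34, camera adjusted p = 0.0608, adjusted p = 0.633 with an estimated correlation). The list was called lower without water replicate 2 (adjusted p = 0.0143), without CRCM replicate 2 (0.0428), with all 27 libraries fitted (0.0251), and with fry (0.028). Of 20 genes of sulfate assimilation and methionine, 1 was higher and 10 were lower, as when adjusted over the list alone (median -0.33, camera adjusted p = 0.00926, adjusted p = 0.616 with an estimated correlation). The methionine permease gene MUP3 had a log2 fold change of -1.35.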

Interestingly, there were a number of telomeric and subtelomeric ORFs that were more tightly repressed in the CRCM-treated cells compared with the NR control at 24 and 96 h (Fig. 3*G*, S2*C*, and Tables S4, S5), suggesting that the general transcriptional repression associated with chromatin condensation in quiescent cells may be enhanced by supplementing with CRCM (41, 42). 

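Of 104 ORFs within 10 kb of a chromosome end, 76 were lower with CRCM than with water at 24 h and 3 were higher (81 and 3 when adjusted over the list alone). Their median log2 fold change was -0.57, and -0.19 without TMM factors (camera adjusted p = 9.51e-13, adjusted p = 0.502 with an estimated correlation). Within 5 kb of the end, 85.7% of 49 ORFs were lower and 0 were higher, against 22.7% of the 4454 genes over 100 kb away that were lower. At 96 h, 57 of 118 ORFs within 10 kb were lower and 5 were higher (58 and 6 when adjusted over the list alone), with a median of -0.44 (camera adjusted p = 5.56e-07, adjusted p = 0.616 with an estimated correlation). COS8, of the COS family near chromosome ends, had log2 fold changes of -1.41 at 24 h (standard error 0.10, adjusted p = 1.29e-05) and -1.41 at 96 h (standard error 0.08, adjusted p = 2.43e-06). MAL32, which encodes a maltase, had log2 fold changes of -1.73 and -1.75 at these times, and FRE2, which encodes a ferric reductase, one of -1.54 at 96 h. Members of the COS and other families near chromosome ends are alike in sequence and share reads. Of ORFs 10 to 30 kb from an end, 110 of 263 were lower and 39 higher at 24 h (112 and 41 when adjusted over the list alone; median -0.25, but 0.15 without TMM factors; camera adjusted p = 0.000368, adjusted p = 0.567 with an estimated correlation). At 96 h, 83 of 267 such ORFs were lower and 44 higher (84 and 45 when adjusted over the list alone; median -0.11, camera adjusted p = 0.101, adjusted p = 0.633 with an estimated correlation). NRCM against water lowered 11 ORFs within 10 kb and raised 0 at 24 h, but 0 in either direction when adjusted over the list alone (median -0.08, camera adjusted p = 0.0149, adjusted p = 0.633 with an estimated correlation). At 96 h it lowered 39 and raised 6 (43 and 8 when adjusted over the list alone; median -0.29, camera adjusted p = 3.29e-05, adjusted p = 0.616 with an estimated correlation). CRCM against NRCM lowered 65 and raised 1 at 24 h (72 and 1 when adjusted over the list alone; median -0.56, camera adjusted p = 5.29e-12, adjusted p = 0.502 with an estimated correlation). At 96 h it lowered 32 and raised 9, as when adjusted over the list alone (median -0.16, camera adjusted p = 0.0257, adjusted p = 0.763 with an estimated correlation). Of the ORFs marked as telomeric or subtelomeric in the held part of Tables S4 and S5, 22 of 25 were lower with CRCM than with water at 24 h (23 when adjusted over the list alone) and 42 of 46 at 96 h (43 when adjusted over the list alone). These ORFs were chosen on the same samples and are not independent evidence of the direction. The held rows also stop at log2 fold changes of -0.21 (Table S4) and 0.59 (Table S5), so marked ORFs that rose further are missing from these counts. Transcripts of the mitochondrial genome summed to 4236 to 12277 CPM in the water libraries at 96 h, against 464 to 779 CPM with NRCM. With CRCM they summed to 341 and 449 CPM in replicates 1 and 2 and to 9631 CPM, within the range of water, in replicate 3.

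**Figure D1:**
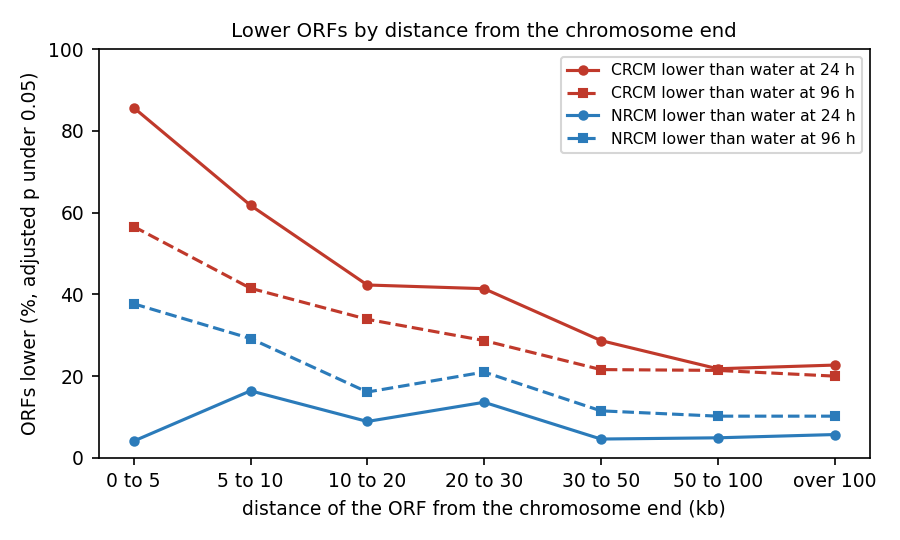
Percent of ORFs called lower than in the water control (adjusted p under 0.05, limma) by distance from the chromosome end in kb, for CRCM and NRCM at 24 h and 96 h. With CRCM at 24 h the share falls from 85.7% within 5 kb to 22.7% beyond 100 kb, and with NRCM at 24 h it is 4.1% within 5 kb.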

At 24 h, the top GO terms for CRCM-upregulated genes were related to mitochondrial function and respiration, consistent with a more robust metabolic transition during the diauxic shift (Table S3). Furthermore, the *YCL064C* (*CHA1*) gene, which is adjacent to the heterochromatic *HML* locus, clearly stood out as the most significantly upregulated (Fig. 3*G* and Table S4). 

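Of 74 genes of the mitochondrial ribosome, 72 were higher with CRCM than with water at 24 h and 0 were lower (72 and 0 when adjusted over the list alone). Their median log2 fold change was 0.85 (camera adjusted p = 5.64e-18, adjusted p = 0.616 with an estimated correlation). RSM19, MRPS8, and MRPL50, which encode subunits of the mitochondrial ribosome, rose by 1.49, 1.45, and 1.43. Of 30 genes of complex IV assembly, 22 were higher and 0 lower (24 and 0 when adjusted over the list alone), with a median of 0.69 (camera adjusted p = 1.76e-06, adjusted p = 0.616 with an estimated correlation). COX14, an assembly factor of cytochrome c oxidase, rose from 44.3 ± 2.68 to 134 ± 2.32 CPM (SD, n = 3; log2 fold change 1.58, standard error 0.13, adjusted p = 2e-05), and PET191 and MSS51 rose by 1.25 and 1.11. Of 40 nuclear genes of respiratory chain and ATP synthase subunits, 12 were higher and 1 was lower, as when adjusted over the list alone (median 0.22, camera adjusted p = 0.0252, adjusted p = 0.791 with an estimated correlation and 0.0548 without CRCM replicate 3). With fry it was not called (adjusted p = 0.162). The list's median was 0.203 for NRCM against water and -0.003 for CRCM against NRCM, so its shift was not particular to CRCM. With CRCM against water, the cytochrome c gene CYC1 and the succinate dehydrogenase gene SDH2 rose by 1.60 and 1.30. CYC7, the other cytochrome c gene, had a log2 fold change of -1.25. Of 16 genes of the TCA cycle, 2 were higher and 3 lower (2 and 1 when adjusted over the list alone), with a median of -0.15 that became 0.28 without TMM factors, a mean of 0.01, and a camera adjusted p of 0.486. Of 84 genes of rRNA processing and ribosome assembly, 40 were higher and 1 was lower, as when adjusted over the list alone (median 0.39, camera adjusted p = 0.000125, adjusted p = 0.73 with an estimated correlation). With fry this list was not called (adjusted p = 0.0616). RRP15 rose by 1.20. Among the 767 genes higher by over 1.5-fold, 56 were of the mitochondrial ribosome, 19 of complex IV assembly, and 23 of rRNA processing, where 8.6, 3.5, and 9.8 would be found by chance (adjusted p = 4.34e-36, 6.13e-10, and 0.000645, Fisher's exact test). The glyoxylate cycle, gluconeogenesis, and acetate use had 8 genes against 2.6 by chance (adjusted p = 0.0102, and 0.277 among all genes called higher, the same test). This list's median was 0.254 for CRCM and 0.45 for NRCM, each against water, so a rise was not particular to CRCM. For CRCM against NRCM it was -0.186, but 0.185 without TMM factors. CRCM against NRCM raised 58 of the 74 mitochondrial ribosome genes and lowered 0 (62 and 0 when adjusted over the list alone; median 0.60, camera adjusted p = 2.11e-15, adjusted p = 0.616 with an estimated correlation). At 96 h, 11 of these 74 genes were higher and 11 lower with CRCM than with water (11 and 10 when adjusted over the list alone; median -0.06, camera adjusted p = 0.783). The 27 transcripts of the mitochondrial genome were all lower with CRCM than with water at 24 h (27 when adjusted over the list alone; median -2.89, camera adjusted p = 9.8e-11, adjusted p = 0.616 with an estimated correlation). With NRCM, 26 were lower than with water (27 when adjusted over the list alone). They summed to 179 ± 31.3 CPM with CRCM, 204 ± 162 CPM with NRCM, and 1352 ± 403 CPM with water (SD, n = 3). Their sum differed up to 17.7 times between replicates of a group at log phase.

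**Figure D2:**
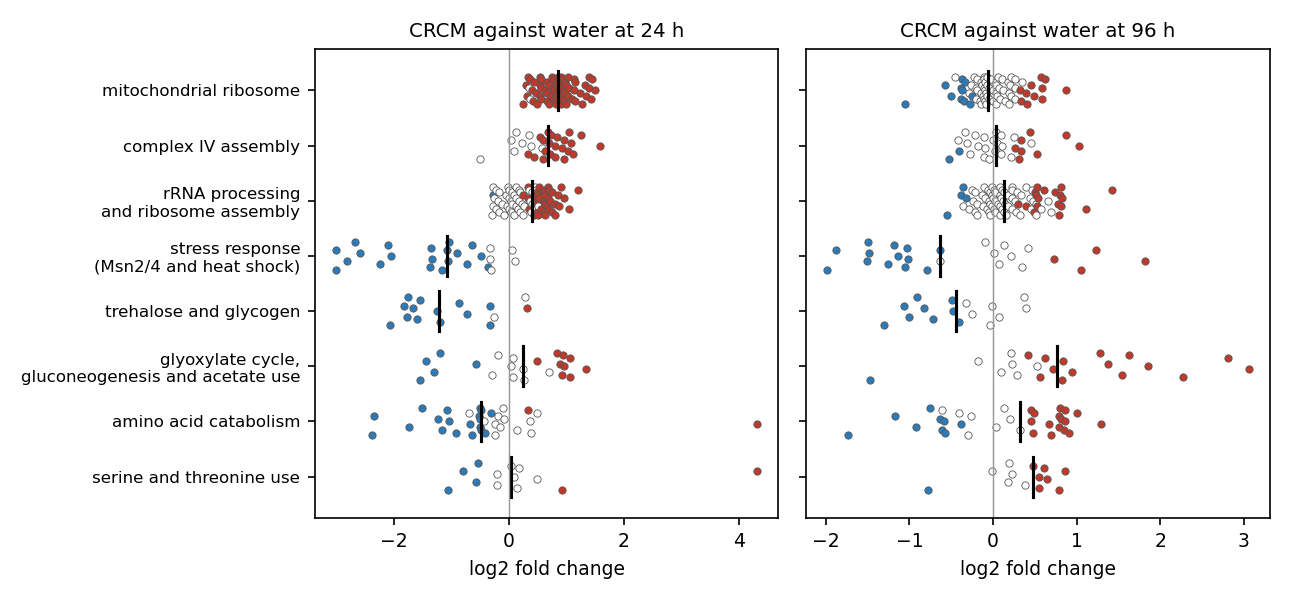
Log2 fold change of CRCM against water at 24 h (left) and 96 h (right) for each gene of 8 lists, 1 point per gene. Filled points were called (red higher, blue lower; adjusted p under 0.05, limma), open points were not, and black bars are medians, such as 0.85 for the mitochondrial ribosome at 24 h and -0.06 at 96 h.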

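CHA1, on chromosome III from 15798 to 16880, stood at 184 ± 15.8 CPM with CRCM, 36.0 ± 8.79 CPM with NRCM, and 8.28 ± 0.720 CPM with water at 24 h (SD, n = 3). This is a log2 fold change of 4.32 for CRCM against water (standard error 0.17, adjusted p = 1.17e-06), 2.35 for CRCM against NRCM (adjusted p = 2.72e-05), and 1.97 for NRCM against water (adjusted p = 0.000566). It had the largest increase among the genes named for CRCM against water at 24 h and the smallest adjusted p among the higher genes. Next by adjusted p were GRX6, which encodes a glutaredoxin, and JJJ1, with log2 fold changes of 1.39 and 1.43 (adjusted p = 4.16e-06 for both). CAR1 had the same adjusted p as CHA1 and a log2 fold change of -2.34. At log phase, CHA1 stood at 79.4 ± 6.15 CPM with CRCM, 50.1 ± 11.9 CPM with NRCM, and 79.0 ± 16.1 CPM with water (SD, n = 3). At 96 h its log2 fold change for CRCM against water was 0.86 (standard error 0.26, adjusted p = 0.024), with adjusted p from 0.00261 to 0.095 over the other settings. This call was lost without TMM factors (adjusted p = 0.0542), water replicate 1 (0.0938), water replicate 3 (0.095), or CRCM replicate 2 (0.0775). Of 33 genes of amino acid catabolism, a list that holds CHA1, 2 were higher and 19 lower with CRCM than with water at 24 h (3 and 19 when adjusted over the list alone; median -0.49, camera adjusted p = 0.000156, adjusted p = 0.502 with an estimated correlation). ARO9, which encodes an aromatic aminotransferase, had a log2 fold change of -2.38 (standard error 0.15, adjusted p = 7.18e-06).

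**Figure D3:**
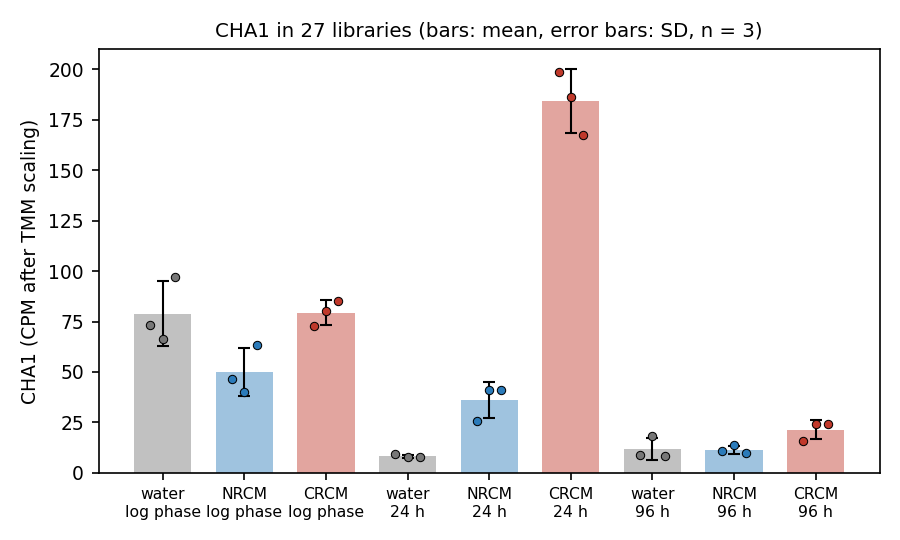
CHA1 level in CPM after TMM scaling within each time point, in the 27 libraries by supplement and time point. Points are libraries, bars means, and error bars SD (n = 3); at 24 h the CRCM libraries lie between 167 and 199 CPM and the water libraries between 7.79 and 9.11 CPM.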

*CHA1* encodes a predominantly mitochondrial L-serine (L-threonine) deaminase that catabolizes these amino acids as nitrogen sources and, in the case of L-serine, for direct production of pyruvate (43, 44). It is strongly upregulated by exogenous L-serine or L-threonine added to the growth medium (43, 45), suggesting that L-serine and possibly L-threonine in the CRCM could be producing an especially strong physiological response related to CLS extension. Together, the extracellular metabolite analysis and effects on gene expression during the diauxic shift and stationary phase pointed toward amino acids, especially L-serine, as candidate extracellular CLS factors mediating the CR effect on CLS.

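Among genes of serine and one-carbon metabolism that the paper names, SHM2, which encodes the cytosolic serine hydroxymethyltransferase, fell with CRCM at 24 h from 501 ± 33.6 to 204 ± 18.4 CPM (SD, n = 3; log2 fold change -1.29, standard error 0.13, adjusted p = 7.27e-05). SHM1, the mitochondrial enzyme's gene, had a log2 fold change of -0.43 (adjusted p = 0.00264), which was -0.01 without TMM factors (adjusted p = 0.964 there, 1.33e-05 to 0.964 over all settings). SER1 and SER2, of serine synthesis, had log2 fold changes of 0.03 (adjusted p = 0.79) and 0.08 (adjusted p = 0.671) at 24 h and were called only without TMM factors, at 0.46 and 0.47. SER3, the first enzyme of serine synthesis, rose by 0.92 at 24 h (standard error 0.15, adjusted p = 0.000966). At 96 h, SER1 rose by 0.64 (standard error 0.11, adjusted p = 0.00127) and MTD1, of cytosolic one-carbon metabolism, by 0.42 (adjusted p = 0.00552). SER3 had a log2 fold change of -0.77 (adjusted p = 0.021), with adjusted p from 0.00203 to 0.0799 over the other settings and a call lost without water replicate 1 (0.0578) or 2. SHM1 and SHM2 had log2 fold changes of 0.14 (adjusted p = 0.395) and 0.22 (adjusted p = 0.233) at 96 h, and SHM1 was called without CRCM replicate 3 (0.28, adjusted p = 0.0356, with a range of 0.0356 to 0.901). GCN4, which encodes the activator of general amino acid control, had a log2 fold change of -0.37 at 24 h (adjusted p = 0.0173), which became 0.06 without TMM factors. Its call was also lost without water replicate 1, CRCM replicate 1, or CRCM replicate 3, and with all 27 libraries fitted (adjusted p = 0.0637, 0.0563, 0.0632, and 0.0944, with a range of 1.46e-06 to 0.644). Of 13 genes of serine and threonine use, 2 were higher and 4 lower at 24 h, as when adjusted over the list alone (median 0.04, mean 0.22, camera direction down, adjusted p = 0.718). At 96 h, 7 were higher and 1 was lower (9 and 1 when adjusted over the list alone; median 0.48, camera adjusted p = 0.00858, adjusted p = 0.616 with an estimated correlation). The homoserine kinase gene THR1 rose by 0.79. Of 23 genes of one-carbon metabolism, 3 were higher and 7 lower at 24 h (median -0.32, but 0.10 without TMM factors; camera adjusted p = 0.105). The list was called lower without CRCM replicate 1 (median -0.43, adjusted p = 0.018) and with fry (adjusted p = 0.0163). Without TMM factors it was also called (adjusted p = 0.0481), with its median of 0.10 under the 0.42 of all genes. At 96 h, 6 of the 23 were higher and 3 lower (median 0.14, camera adjusted p = 0.486). The counts at both times were the same when adjusted over the list alone. FSF1, a mitochondrial carrier gene, had log2 fold changes of 0.06 at 24 h and 0.61 at 96 h (adjusted p = 0.744 and 0.0766), and was called at 24 h without TMM factors (0.0114) and at 96 h with DESeq2 (0.0174) or without CRCM replicate 1 (0.00575). BUL2, which encodes an adaptor of ubiquitination, rose by 0.32 at 24 h (adjusted p = 0.00757) and had a log2 fold change of -0.25 at 96 h (adjusted p = 0.147), called there without TMM factors (0.041). At 24 h, ADE3, MET6, and GCV1, which encode a tetrahydrofolate synthase, methionine synthase, and a glycine decarboxylase subunit, had log2 fold changes of -1.65, -1.61, and -1.52. From the extracellular metabolites together with the response of gene expression during the diauxic shift and stationary phase, the paper proposes amino acids, and L-serine above all, as candidate factors behind the effect of CR on CLS.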

### Amino acids are depleted from NR conditioned stationary-phase media

We next profiled all 20 standard amino acids from BY4741 CRCM and NRCM concentrates, as well as unconditioned (fresh) SC media that was concentrated in the same manner (Fig. 4*A*). All but six amino acids (alanine, cysteine, glutamine, glycine, proline, and valine) were significantly depleted to varying degrees in NRCM concentrate, relative to unconditioned SC concentrate. CR strongly attenuated the depletion, indicating that amino acid levels were generally higher in CRCM than NRCM. L-serine is an excellent example of this relationship (Fig. 4*A*). The CR/NR abundance ratios for lysine, asparagine, and serine were each tenfold or higher in the CRCM (Fig. 4*B*), but still less than the level in unconditioned SC concentrate (Fig. 4*A*). Notably, the branched chain amino acids (BCAA) leucine and valine were significantly more abundant in CRCM concentrate than SC (Fig. 4, *A*–*B* and S3), with isoleucine trending in the same direction, suggesting that biosynthesis and release of these amino acids were induced by CR. This effect was lost in the prototrophic FY4 strain, suggesting the *leu2Δ* mutation in BY4741 could be a contributing factor. Otherwise, the pattern of CR rescuing amino acid depletion from the media was recapitulated with FY4, though stronger NR depletion rendered CR/NR ratios more extreme (Fig. 4, *C*–*D*). Accordingly, the CRCM concentrate isolated from prototrophic FY4 stationary-phase cultures was also effective at extending FY4 CLS (Fig. 4, *E*–*F*). Based on these results, we hypothesized that part of the CR longevity effect consisted of altering amino acid metabolism in such a way that prevented depletion from the media. Similarly, the short life span of NR cultures could be due to amino acid depletion. Higher amino acid levels in the CRCM concentrate could therefore explain why it was more effective than NRCM concentrate at extending CLS of NR cultures. Consistent with this interpretation, supplementing concentrated unconditioned SC media into NR cultures also extended CLS (Fig. 4, *G*–*H*).

**Figure 4:**
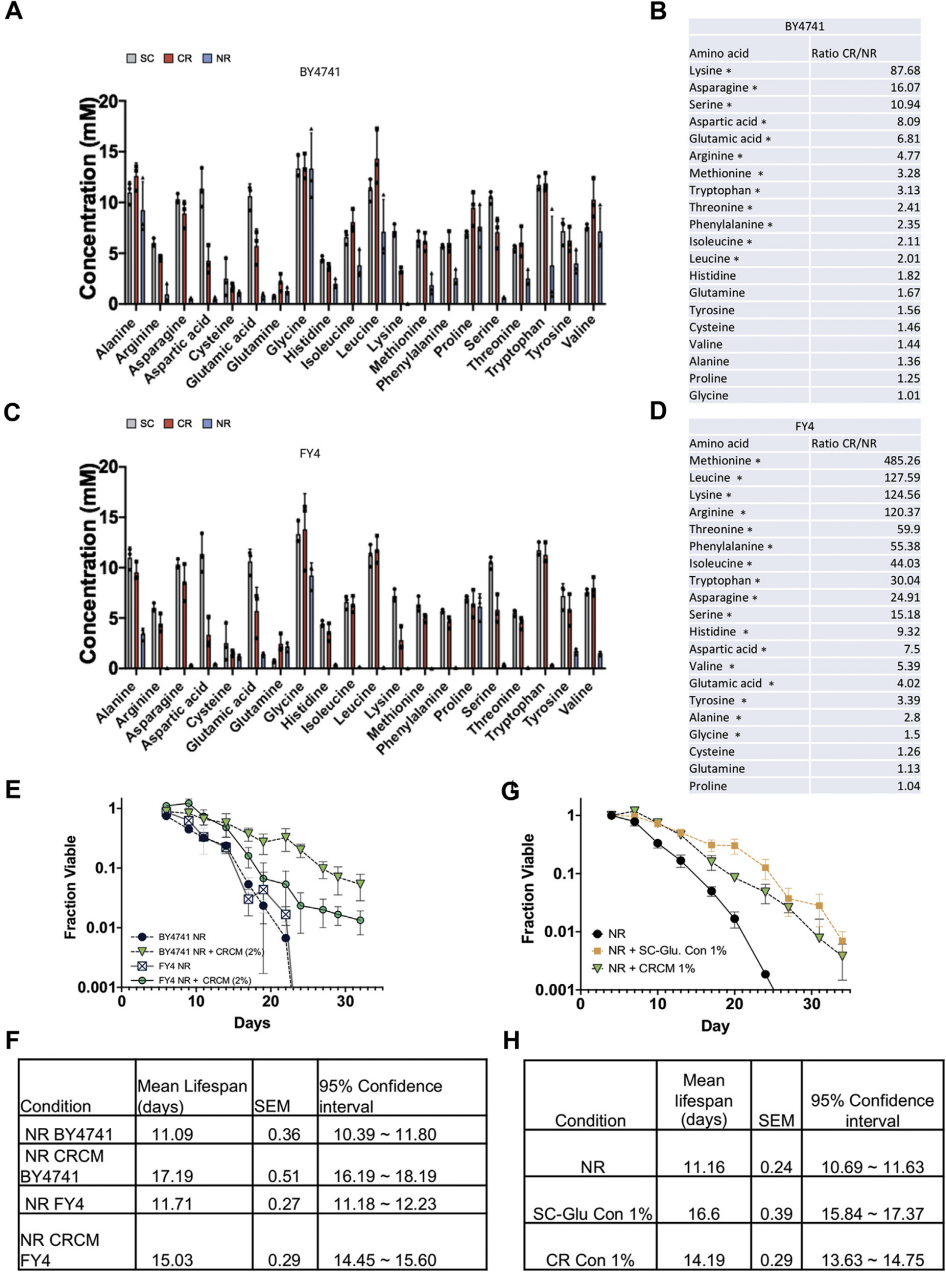
**CR conditioned media is enriched for multiple amino acids.***A*, quantification of amino acids in concentrated NRCM and CRCM from stationary-phase BY4741 cultures or the concentrated unconditioned SC media. Amino acids were separated with a ZipChip and quantified by mass spectrometry. Error bars indicate standard deviation (n = 3), and individual data points are displayed. *B*, amino acid abundance ratios between BY4741 CRCM and NRCM are sorted from highest to lowest. *C*, quantification of amino acids in concentrated NRCM and CRCM from stationary-phase FY4 cultures or unconditioned SC media. *D*, amino acid abundance ratios between FY4 CRCM and NRCM sorted from highest to lowest. Significant differences in panels B and D are indicated (∗*p* ≤ 0.05) using a Student *t*-test. *E*, quantitative CLS of BY4741 and FY4, each supplemented with CRCM isolated from BY4741 at 2% (vol/vol). *F*, mean CLS statistics from panel E calculated using OASIS 2. *G*, quantitative CLS of BY4741 supplemented with CRCM or unconditioned SC concentrate at 1% (vol/vol). *H*, Mean CLS statistics from panel G calculated using OASIS 2. CLS assays were run in biological triplicate.

### Supplementation of specific amino acids is sufficient to extend CLS

Since most amino acids were depleted from stationary-phase NR cultures, we reasoned that one or more of them were critical for maintaining longevity. We initially focused on L-serine because the biosynthesis gene *SER1* was previously identified as a strong quantitative trait locus (QTL) for CLS in the BY4741 background (46), and *CHA1* expression was strongly induced by CRCM supplementation during the diauxic shift (Fig. 3*G*). The concentration of L-serine in our standard SC media is 1 mM (47, 48), so we tested the effect of supplementing an additional 1 mM or 5 mM L-serine into NR cultures at the time of inoculation (Fig. 5, *A*–*B*). In total, 5 mM L-serine significantly extended CLS, whereas 1 mM did not. To confirm that the L-serine effect was not specific to SC media, we also tested for CLS extension in a custom synthetic growth medium (HL) designed to support longevity that does not have ammonium sulfate as a nitrogen source (36, 49). BY4741 had significantly longer CLS in NR HL medium compared with SC medium, and 5 mM L-serine further extended it (Fig. S4, *A*–*B*). We next tested whether other amino acids could extend CLS at 5 mM (Fig. 5, *C*–*D*). Some amino acids did extend CLS, but not always as predicted based on abundance in the conditioned media. For example, L-asparagine had a similar depletion/enrichment profile as L-serine (Fig. 4*A*), but did not extend CLS when added back to NR cultures (Fig. 5, *C*–*D*). We also tested supplementation with 5 mM L-glycine, a component of one-carbon metabolism that can be derived from L-serine, but was not depleted from the NR media (Fig. 4*A*). L-glycine had no effect on CLS at this concentration (Fig. 5, *C*–*D*). L-cysteine supplementation at 5 mM dramatically slowed cell growth such that colony forming units (CFUs) were increasing until day 10, after which the decline in CLS was parallel to the NR control, suggesting a delay rather than a true extension of survival (Fig. 5, *C*–*D*). It is likely that each amino acid will have unique concentration dependence in regulating CLS.

**Figure 5:**
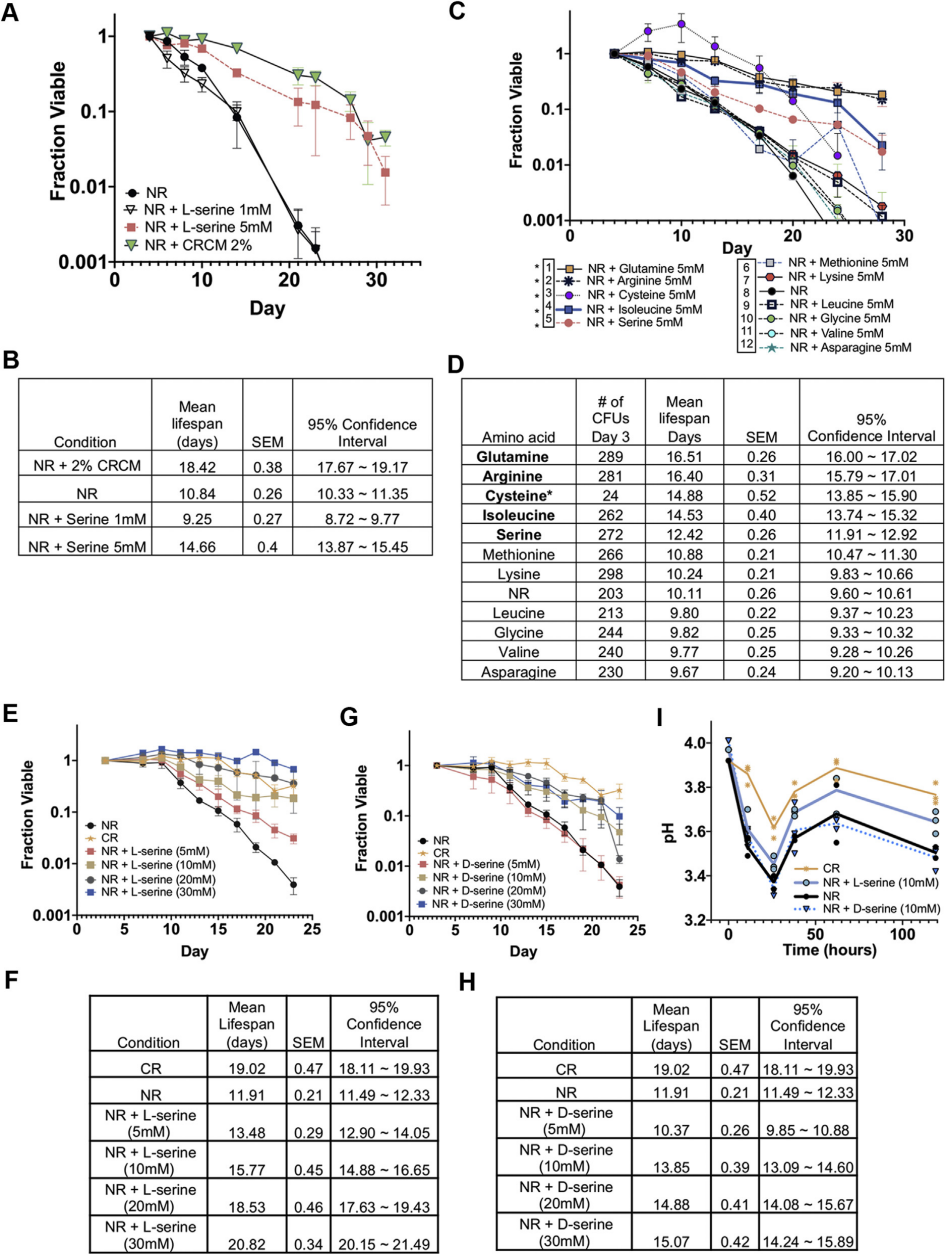
**L-Serine supplementation extends life span of NR cultures.***A*, CLS of nonrestricted BY4741 supplemented with 2% CRCM, 1 mM L-serine, or 5 mM L-serine. *B*, mean CLS statistics from panel A calculated using OASIS 2. *C*, CLS of nonrestricted BY4741 supplemented with 5 mM of each indicated amino acid. ∗Amino acids 1–5 significantly extended life span compared with the NR control (sample 8) (*D*) Mean CLS statistics from panel C calculated using OASIS 2. *E*, CLS of nonrestricted BY4741 supplemented with increasing concentrations of L-serine. CR indicates the glucose-restricted control samples. *F*, mean CLS statistics from panel E calculated using OASIS 2. *G*, CLS of BY4741 supplemented with increasing concentrations of D-serine. CR indicates the glucose-restricted control. *H*, mean CLS statistics from panel G calculated using OASIS 2. All CLS assays were run in triplicate. *I*, pH measurements of NR cultures supplemented with 10 mM L-serine or D-serine at the time of inoculation and then grown into stationary phase. CR is used as a positive control for suppressing hyperacidification. Individual data points are displayed for each time point.

### L-serine extends CLS through catabolic and noncatabolic pathways

An earlier study of cellular response to L-serine supplementation found that its uptake was linear with increasing extracellular concentrations up to at least 100 mM (45), suggesting to us that L-serine concentrations higher than 5 mM may induce stronger CLS extension. To test this idea, we supplemented NR cultures of BY4741 with 5, 10, 20, or 30 mM L-serine and observed progressively improved longevity with increasing concentration (Fig. 5, *E*–*F*). Survival with 30 mM L-serine was even slightly better than the CR control, showing minimal loss of viability during the experiment. A similar positive correlation between L-serine concentration and CLS was observed with FY4 (Fig. S4, *C–D*). To further examine whether improved CLS might result from catabolism of L-serine, we first supplemented NR cultures of BY4741 with the presumably nonutilized stereoisomer D-serine. We confirmed its inactivity by showing that 5 or 30 mM D-serine could not rescue the partial L-serine auxotrophic phenotype of a *ser2Δ* mutant in SC-serine media (Fig. S4, *E–H*). D-serine supplementation into BY4741 NR cultures had no effect on CLS at 5 mM (Fig. 5, *G*–*H*). It indistinguishably extended CLS at 10, 20, and 30 mM concentrations, but to a lesser extent than CR or the equivalent concentration of L-serine (Fig. 5, *G*–*H*). Based on these results, we hypothesized that L-serine catabolism is the primary mechanism of supporting CLS under NR conditions up to 5 or 10 mM, but additional noncatabolic mechanisms are involved at higher concentrations. An independent report concluded that exogenous amino acids, including L-serine, support CLS by preventing hyperacidification of the media (50). We therefore tested whether 10 mM L-serine and D-serine had the same pH buffering effect when supplemented into NR cultures. Compared with the CR positive control, 10 mM L-serine partially attenuated acidification as cultures transitioned to stationary phase (Fig. 5*I*), consistent with the earlier report (50). However, 10 mM D-serine supplementation had no effect on media pH across the same time course (Fig. 5*I*), despite its ability to extend CLS (Fig. 5*G*). We conclude that the pH buffering and CLS extension phenotypes caused by exogenous L-serine are most likely linked to its catabolism. D-serine, on the other hand, extends CLS through an unknown mechanism that could be shared by L-serine at higher concentrations.

### L-serine extends CLS through the one-carbon metabolism pathway

CR buffers the acidification of conditioned media by promoting consumption of acetate and acetic acid *via* Snf1/AMPK-dependent activation of gluconeogenesis and glyoxylate cycle gene transcription (16, 51). Since L-serine partially buffered against media acidification (Fig. 5*I*), we next tested whether supplementing L-serine into NR media also promoted acetic acid consumption. As shown in Fig. 6*A*, adding 5, 10, or 20 mM L-serine did not significantly reduce acetic acid levels in the NR media, indicating that pH buffering due to L-serine is unrelated to acetic acid accumulation or utilization. The result also implied that serine extends CLS through a mechanism different from CR. Indeed, L-serine further extended CLS when added to CR cultures (Fig. 6, *B*–*C*).

**Figure 6:**
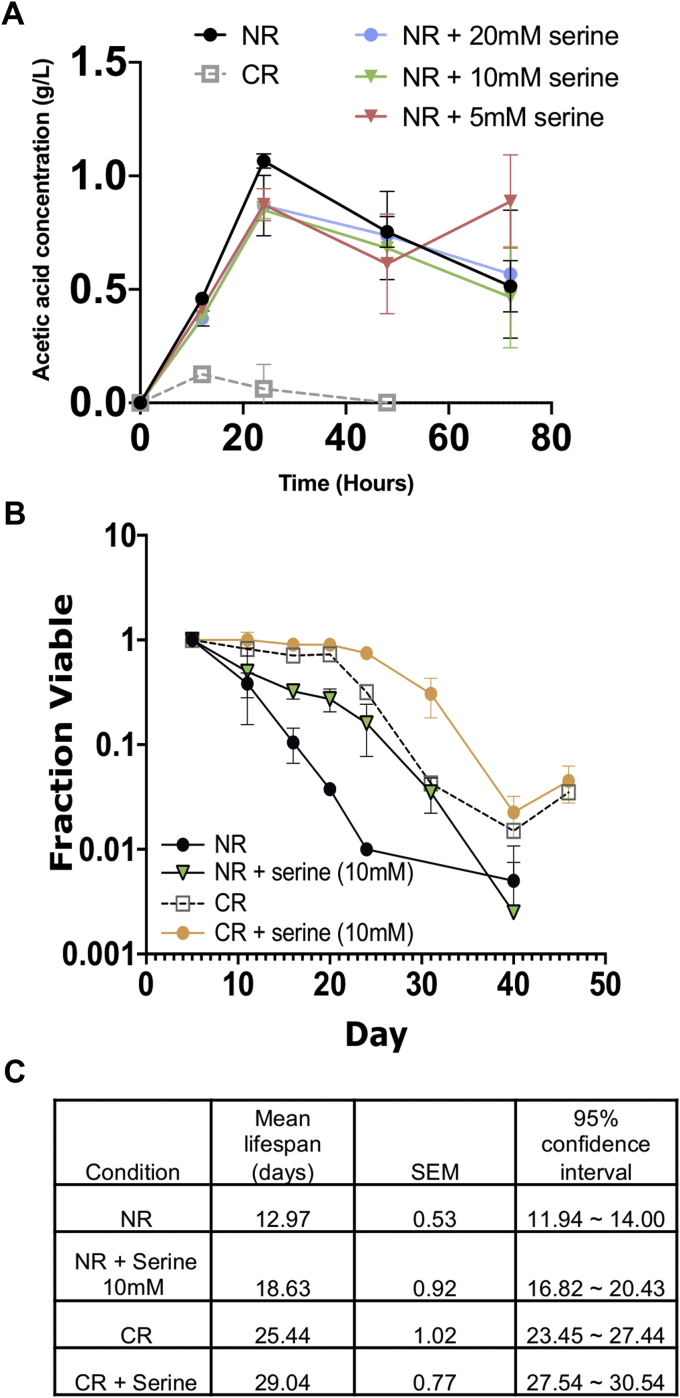
**CR and serine supplementation mediate longevity by independent mechanisms.***A,* Acetic acid content in the media of CR, NR, NR + L-serine (5, 10, 20 mM) cultures was measured over the first 72 h of the aging assays (mean ± SD, n = 3). *B,* CLS of BY4741 growing in the NR or CR media condition supplemented with 10 mM L-serine (n = 3). *C*, mean CLS statistics from panel B calculated using OASIS 2.

Since L-serine is the predominant donor of carbon units to folate in one-carbon metabolism (52), we hypothesized its depletion would constrain this route of utilization in supporting CLS, which could explain extension by exogenous L-serine. If true, then mutations that impair one-carbon metabolism should attenuate the effect. The one-carbon metabolism pathway for *S. cerevisiae* is depicted in Fig. 7*A*, including serine hydroxymethyltransferases (SHMTs), Shm1 and Shm2, that interconvert L-serine and L-glycine in the mitochondria or cytoplasm, respectively. Shm2 is the major isozyme for converting L-serine to L-glycine and one-carbon units on tetrahydrofolate, whereas Shm1 is the predominant isozyme for the reverse reaction, though their relative activities are strongly influenced by nutrient availability and growth conditions (53). We therefore supplemented NR cultures of *shm1Δ* or *shm2Δ* mutants from the YKO collection with 5 mM L-serine to observe any effects on CLS. Without L-serine supplementation, the *shm1Δ* mutant showed moderate extension of mean CLS when compared with WT NR cultures (Fig. 7*B* and S5), while the *shm2Δ* mutant only showed modest improvements in survival at the later time points (Fig. 7*C* and S5). Importantly, both deletions prevented further CLS extension induced by 5 mM L-serine, but did not attenuate the strong positive life span effect of CR. A similar result was obtained for a strain lacking *MTD1* (Fig. 7*D* and S5), which encodes a cytoplasmic NAD^+^-dependent 5,10-methylenetetrahydrofolate dehydrogenase.

**Figure 7:**
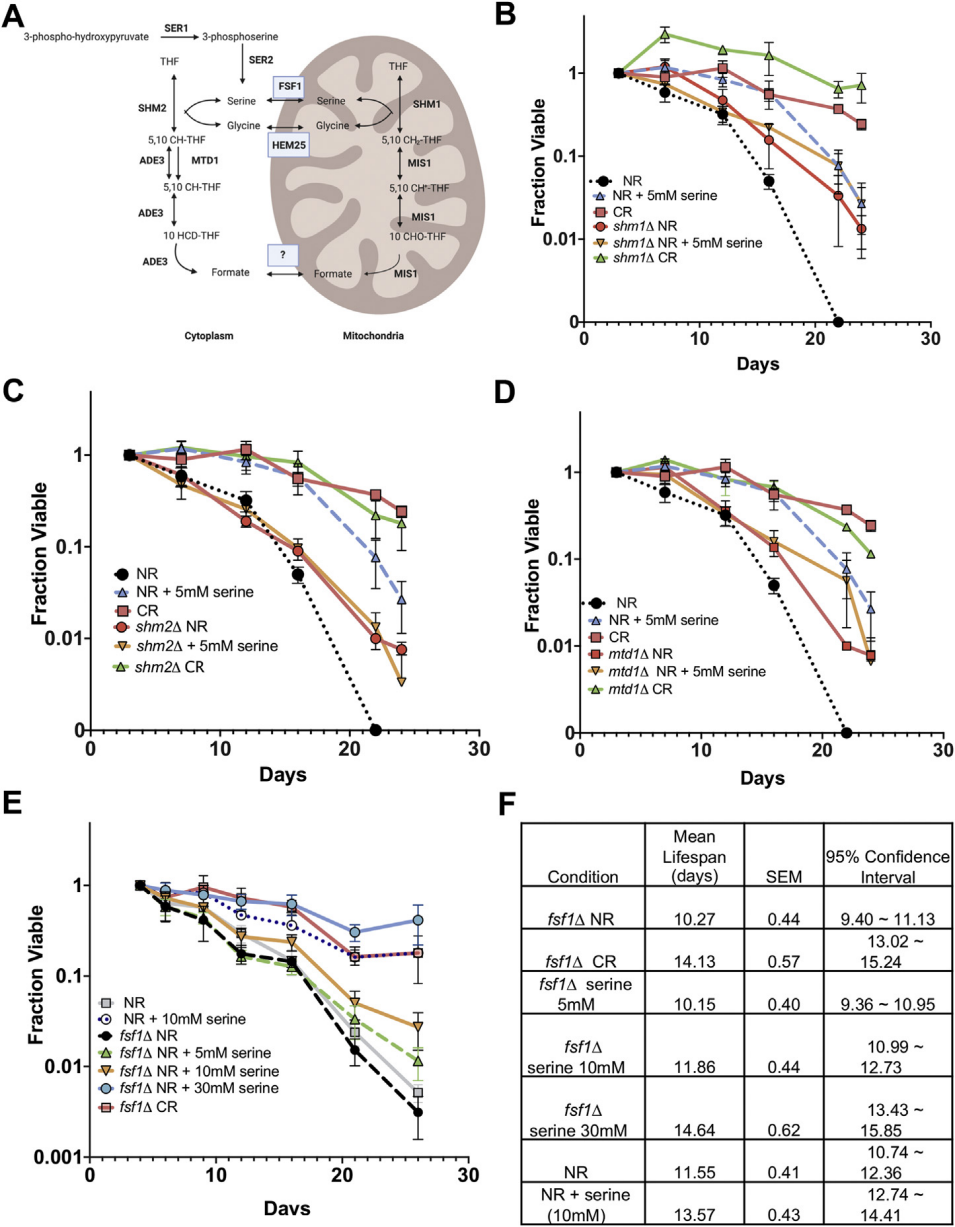
**L-serine extends CLS through the one-carbon metabolism pathway.***A*, schematic diagram of one-carbon metabolism is *Saccharomyces cerevisiae*. Enzymes that catalyze specific reactions are in bold. Transporters are boxed. *B*, CLS of BY4741 and *shm1Δ* mutant under NR and CR conditions or supplemented with 5 mM L-serine. *C*, CLS of BY4741 and *shm2Δ* mutant under NR and CR conditions or supplemented with 5 mM L-serine. *D*, CLS of BY4741 and *mtd1Δ* mutant under NR and CR conditions or supplemented with 5 mM L-serine. *E*, CLS of BY4741 and *fsf11Δ* mutant under NR and CR conditions or supplemented with 5 mM L-serine. *F*, mean CLS statistics from panel E calculated using OASIS 2. All CLS assays were run in triplicate.

The mechanism of L-serine transport across the mitochondrial membrane for one-carbon metabolism was unknown until recently, when the Sideroflexin-1 protein SFXN1 was unexpectedly identified as the relevant transporter in human cells (54). Moreover, ectopic expression of the related yeast mitochondrial protein *Fsf1* rescued the L-serine transport and *de novo* purine synthesis defects of an SFXN1 mutant cell line, suggesting that Fsf1 has the same function in yeast cells. We therefore hypothesized that the CLS of *fsf1Δ* yeast cells would be unresponsiveness to L-serine supplementation, similar to the *shm1Δ*, *shm2Δ*, and *mtd1Δ* mutants. There was no indication of CLS extension for the *fsf1Δ* mutant under the NR condition (Fig. 7, *E*–*F*). However, the effects of 5 mM and 10 mM L-serine on CLS were blocked or attenuated, respectively (Fig. 7, *E*–*F*). CLS was still strongly extended by 30 mM L-serine, perhaps through alternative catabolic pathways such as deamination by Cha1, which is upregulated by high exogenous L-serine and the CRCM (Fig. 3*G*), or through the unknown D-serine-induced mechanism. We conclude that L-serine catabolism through the cytoplasmic and mitochondrial arms of the one-carbon metabolism pathway promotes chronological longevity/stationary-phase survival under NR conditions.

## Discussion

At the onset of this study, we hypothesized that CR may induce the production of one or more longevity factors, perhaps small molecules, peptides, or even proteins, that are released into the growth medium through either secretion from live cells or breakdown products from dying cells. Chromatography of CRCM and NRCM clearly indicated that the longevity factors were water-soluble small molecules, but we were surprised to find that the major differences between the two types of conditioned media were amino acids. Several unannotated compounds were more enriched in the CRCM, so at this time we cannot rule out the existence of other compounds with weaker effects on longevity.

### Amino acids as extracellular regulators of life span

CR in the context of this study consists of glucose restriction. However, dietary composition, not just overall caloric reduction, plays a critical role in modulating life span in multicellular organisms. In *Drosophila*, for example, lower dietary concentrations of yeast (amino acid source) or sugar generally improve life span, but moderate concentrations in combination are more optimal (55). Most cells in *Drosophila* or other multicellular organisms are not directly exposed to the environment, so they rely on specialized nutrient “sensing” cells that relay messages about nutrient availability, typically in the form of hormones (56). Unicellular organisms, on the other hand, must directly respond to nutrient fluctuations in the environment, making them dependent on both rapid detection and subsequent response to changes in nutrients. Yeast cells have multiple amino acid permeases that are under tight transcriptional and translational control, in order to properly regulate uptake (57). For example, when amino acids are scarce, translation of the *GCN4* mRNA is derepressed. Since Gcn4 is a transcriptional activator for these genes (58), this leads to transcriptional induction of most genes encoding amino acid biosynthetic enzymes, a regulatory process known as general amino acid control (GAAC) (59). The GAAC pathway also integrates with the TOR signaling pathway, which senses nitrogen availability (60), and links amino acid availability to life span regulation (22). Activation of GAAC generally reduces CLS, whereas suppression of GAAC extends CLS (61). This fits well with our finding that supplementing NR cultures with CRCM, which contains abundant amino acids, extends CLS, while NRCM that is amino acid depleted does not.

Common laboratory yeast strains such as W303, YPH499, and BY4741/BY4742 have several amino acid auxotrophies due to mutations in genes such as *HIS3*, *LYS2*, *LEU2*, *TRP1*, or *MET15*. Media containing standard concentrations of auxotrophy-complementing amino acids reduces the final biomass of cultures and shortens CLS, while excess amounts of these amino acids abrogates the aging phenotype (62). Amino acid uptake has also been genetically implicated in regulation of chronological aging. Chronological life span QTL analysis of outbred strains from a cross between S288C and a vineyard yeast strain revealed a polymorphism in the *BUL2* gene (63). *BUL2* encodes a subunit of an E3 ubiquitin ligase that controls trafficking of high-affinity amino acid permeases to the vacuole for degradation (64). Reduction in Bul2 function therefore stabilizes the permeases and increases intracellular amino acids, thus increasing TOR activity and shortening CLS. Most recently, availability of nonessential amino acids in the growth medium was shown to be important for chronological longevity (50). Specific amino acids were not critical, but rather the total amount of amino acids functioned to prevent hyperacidification of the growth medium (50). This scenario could also be at play with the numerous amino acids enriched in CRCM. In the case of L-serine, we found that it was indeed capable of buffering pH, but this effect was independent of accumulated acetic acid levels in the media.

Other specific amino acids have significant impact on life span as well. BCAA supplementation has been shown to extend CLS of *S. cerevisiae* (61) and *Caenorhabditis elegans* (65), consistent with the apparent biosynthesis of BCCA we observed under the CR condition (Fig. S3). However, BCAA restriction improves late-life health span and life span in *Drosophila* and mice (66, 67). Given such large differences in effects between species, this could reflect changes in amino acid balance, rather than direct effects due to BCAA levels (66, 67). Methionine restriction also extends life span in all model organisms tested thus far (68). It should be noted that BY4741 is auxotrophic for methionine due to the *met15Δ* mutation, indicating that this strain is already relatively long-lived compared with a strain that is *MET15*^+^ (23). Even with the *met15Δ* mutation, L-methionine or L-cysteine supplementation had little effect on CLS (Fig. 5, *C* and *D*). Furthermore, since CRCM and L-serine both extended CLS of FY4, the *met15Δ* mutation does not appear to be a major determinant for this cell extrinsic mechanism of life span regulation.

Less attention has been placed on L-serine within the aging research community. In addition to our work here and others showing that L-serine supplementation extends yeast CLS (50), L-serine was among the best amino acids at extending *C. elegans* life span when supplemented to the worms in a dose-dependent manner (69). L-serine supplementation to mice was also recently shown to reduce food intake, improve oxidative stress, and SIRT1 signaling in the hypothalamus of aging mice, though life span was not tested (70). Lastly, L-serine is also being studied as a possible neuroprotectant in the treatment of ALS and other neurodegenerative disorders (71, 72, 73). Despite these beneficial effects, supplementing with L-serine was reported to be proaging when the only other amino acids added to the media were those covering the auxotrophies (74). As with BCAA, these discrepancies could be due to the combination of auxotrophies and media content, which has been shown to be a major variable driving different CLS results from different labs (36, 39, 74).

### Why do amino acids accumulate in the conditioned media of CR cultures?

In the presence of sufficient glucose, *S. cerevisiae* cells actively suppress respiratory metabolism and biomass production through the tricarboxylic acid cycle (TCA) cycle, a phenomenon known as the Crabtree effect in yeast and the Warburg effect in cancer cells (75). When glucose becomes limiting, however, *S. cerevisiae* cells utilize oxidative metabolism over fermentative metabolism, resulting in elevated respiration and electron transport. Under such conditions, amino acids may be used to replenish TCA cycle intermediates through trans- and deamination reactions, a process called anaplerosis. Normally, in cells originally grown in 2% glucose (NR), glucose depletion triggers increased amino acid uptake that involves upregulation of permeases *via* TOR (76). Initial growth under CR (0.5% glucose) appears to generally reduce amino acid uptake as indicated by accumulation of amino acids we observe in the conditioned medium (Fig. 4, *A–D*) and instead prioritizes consumption of alternative carbon sources such as acetate (Fig. 6, *A*; (38, 48)), which yeast cells can convert into acetyl-CoA for TCA intermediate replenishment, or gluconeogenesis *via* the glyoxylate cycle (77). This likely better accommodates the increased storage of glycogen and trehalose induced by CR and associated with long-term cell survival in stationary phase (20). The higher cell densities (biomass) achieved by NR cultures instead place tremendous demand for synthesis of macromolecules associated with cell growth, such as nucleotides, lipids, and proteins, thus depleting amino acids from the media.

CR could also potentially make ammonium sulfate a preferred nitrogen source over the amino acids that are usually preferred under NR conditions. Ammonium sulfate has been shown to reduce CLS and is actually left out of the custom HL medium designed to optimize CLS (49, 78). Therefore, assimilation of the ammonium under CR could potentially extend CLS by reducing ammonium toxicity, similar to the CR-induced consumption of acetic acid (38, 48). Evidence for this mechanism comes from studies of amino acid preference during fermentation by wine yeasts (79). Of the 17 amino acids tracked, lysine was utilized the fastest, followed by a group of ten (Asp, Thr, Glu, Leu, His, Met, Ile, Ser, Gln, Phe) that were consumed quicker than ammonium sulfate and six (Val, Arg, Ala, Trp, Tyr, Gly) that were slower. Consistent with this hypothesis, lysine was the most depleted amino acid in BY4741 NR conditioned media and was partially rescued by CR (Fig. 4, *A* and *B*). Moreover, all of the fast-depleted amino acids in wine fermentation, except glutamine, were depleted under NR and rescued by CR (Fig. 4, *A* and *B*). Interestingly, extreme lysine harvesting from the media functions to channel NADPH normally used for lysine biosynthesis into glutathione production, providing an example of nutrient uptake triggering metabolism reconfiguration, not just to enabling cell growth (80).

### One-carbon metabolism in regulation of aging

Although multiple amino acids are more abundant in CRCM than NRCM, we focused on L-serine because the biosynthesis gene *SER1* is a QTL for CLS in the BY4741 background (46). L-serine is also a major entry point for the one-carbon metabolism pathway and a key component of the transsulfuration pathway (81), which has been implicated in longevity (82). The one-carbon metabolism pathway supports multiple cellular processes such as biosynthesis of purines, amino acid homeostasis (glycine, serine, and methionine), epigenetics through S-adenosylmethionine and chromatin methylation, and redox defense (83). However, few studies have directly linked one-carbon metabolism to the regulation of aging. In one aging-focused study, activation of naïve T cells from aged mice was attenuated because of a deficit in the induction of one-carbon metabolism enzymes (84).

In the current study, we identified a link between serine, one-carbon metabolism, and longevity. Specifically, we found that L-serine supplementation into NR cultures extended CLS in a manner dependent on the one-carbon metabolism pathway (Fig. 7), which we interpret as the one-carbon units donated from L-serine allowing cells to complete biosynthesis processes required to effectively enter quiescence. Of note, L-glycine, also a one-carbon donor, was not depleted from NR yeast cultures and had no effect on CLS when supplemented (Figs. 4*A* and 5*C*). In this sense, NR yeast cells may be similar to cancer cells that rely on exogenous serine, but not glycine, for proliferation (85). Overexpression of serine hydroxymethyltransferase SHMT2 is also associated with poor prognosis in cancer patients, while downregulating this enzyme suppresses tumorigenesis in human hepatocellular carcinoma (86).

Yeast cells lacking the mitochondrial serine hydroxymethyltransferase Shm1, or the NAD-dependent 5,10-methylenetetrahydrofolate dehydrogenase Mtd1, each displayed extended mean and maximum CLS. Cells lacking the cytoplasmic Shm2 enzyme also appeared to extend maximum CLS (Fig. 7). These results suggest that perturbing flux through the one-carbon metabolism pathway under NR conditions can influence long-term cell survival, perhaps by forcing metabolism toward gluconeogenesis and the glyoxylate cycle, thus mimicking CR. Interestingly, yeast replicative life span extension caused by deletion of the *RPL22A* gene was recently shown to correlate with reduced translation of one-carbon metabolism enzymes (87). Furthermore, deleting genes involved in one-carbon metabolism moderately extended replicative life span, similar to what we observed for CLS. Taken all together, we hypothesize that CR may also reduce flux through the one-carbon metabolism pathway, consistent with reduced serine consumption from the media and strong CR-induced CLS extension that occurred even in the *shm1Δ*, *shm2Δ*, or *mtd1Δ* mutants. The impact of these perturbations, which represent evolutionarily conserved and highly connected pathways, may depend on genetic and environmental context, and thus the yeast model is ideal for further systematic experimental characterization (88). Given the common effect of one-carbon metabolism on yeast RLS and CLS, and its strong conservation from yeast to mammals, future investigation of its roles in metazoan aging models is warranted.

## Experimental procedures

### Yeast strains and media

*S. cerevisiae* strains used in this study were BY4741 (*MAT***a** *his3Δ1 leu2Δ0 met15Δ0 ura3Δ0)*, FY4 (*MAT***a** prototrophic), and several deletion mutants from the Euroscarf yeast knockout (YKO) collection in the BY4741 background (89). Synthetic complete (SC) growth medium was used for all experiments except for the use of custom “human-like” HL media (36, 49). A recipe for SC media with individual amino acid concentrations is provided in Table S6 (47). Glucose was added to a final concentration of either 2.0% (non-restricted [NR]) or 0.5% (calorie restricted [CR]). To supplement amino acids, SC or HL medium was used containing 2% glucose (NR) and with amino acids added to a final concentration of 5, 10, 20, or 30 mM where indicated. Unless noted otherwise, all cultures (10 ml) were grown at 30 °C in 15 ml glass culture tubes with loose-fitting metal caps on a New Brunswick Scientific roller drum.

### Semiquantitative (spot) and quantitative assays for measuring CLS

To assess chronological life span, overnight 10 ml SC 2% glucose (NR) cultures were started from single colonies in triplicate. Next, 200 μl of the overnight cultures was used to inoculate fresh 10 ml cultures of the indicated SC medium conditions (NR, CR, or NR + amino acid). For each time point, 20 μl aliquots were then removed from cultures at the indicated times in stationary phase (starting at day 3) and serially diluted in tenfold increments with sterile water in 96-well plates. For semiquantitative spot assays, 2.5 μl of each dilution was spotted onto YPD 2% glucose agar plates as previously described (6). The plates were then digitally imaged on a gel documentation system after 2 days of colony growth, and the time points were compiled together to visualize the changes in viability over time. For the quantitative CLS assays, 2.5 μl of the 1:10, 1:100, and 1:1000 dilutions of each culture was spotted onto YPD plates that were then incubated at 30 °C for 18–24 h to allow for microcolony formation (16). We typically spot the three dilutions for 12 different cultures onto one YPD plate. Images of each dilution spot were captured on a Nikon Eclipse E400 tetrad dissection microscope at 30x magnification such that the entire spot fills the field of view. Microcolonies were then counted from the images either manually with a counting pen or automatically using OrganoSeg, a program originally developed for counting mammalian organoids in culture (90), which we have adapted for counting yeast colonies (Enriquez-Hesles *et al*., manuscript in preparation). At the end of each experiment, percent viability was calculated for each time point by normalizing to the first day of CFU measurements. Standard deviation error bars on the survival curve graphs were determined from three biological replicates. Statistical analysis was performed using the online program OASIS 2 (91), reporting mean life span (days), standard error of the mean (SEM), and 95th percentile confidence interval (95% CI) of the mean for each strain or condition. Q-HTCP analysis was performed as previously described (39).

### Chromatography

Fifteen BY4741 NR or CR cultures (10 ml SC each) were grown to saturation for 5 days at 30 °C in 18 mm glass test tubes with loose-fitting metal caps. Tubes were used instead of a single flask to maintain the same incubation conditions as our typical CLS assays. The glassware was acid washed with 0.1 N HCl before use. Cells were pelleted by centrifugation and the conditioned media pooled. The pooled media was then concentrated in a Büchi Rotavap from 150 ml down to approximately 2.5 ml (60-fold). The concentrates were centrifuged at 4000 rpm (2987 RCF) for 10 min in 15 ml conical tubes to remove any solid precipitates. Two milliliter of the clarified concentrate was loaded onto a 1 x 26 cm Sephadex G-10 column and fractionated with double-distilled water. Two milliliter fractions were collected by gravity flow in a Pharmacia fraction collector and filter sterilized through 0.22 μm syringe filters. The fractions were then added to new 5 ml CLS cultures at a 1:5 ratio (ml concentrate: ml culture) and semiquantitative CLS assays performed. NaCl (100 mM) was eluted through the column before and after the media concentrates to determine the gel size retention fractions as measured by electrical conductivity.

### Preparation of conditioned media concentrates for CLS and amino acid assays.

To collect and concentrate conditioned media for CLS assays and amino acid profiling, BY4741 or FY4 strains were grown in 150 ml SC cultures (with either 2% glucose or 0.5% glucose) at 30 °C for 5 days in a shaking water bath. The cultures were then centrifuged and the supernatants were condensed from 150 ml down to 15 ml (10-fold) using a Büchi Rotavapor-R apparatus, then filtered by passing through a 0.22 μm filter, and stored at –20 °C. For supplementation experiments, conditioned media concentrates (derived from NR or CR cultures) were added to 10 ml of SC-NR media to final concentrations of 1%, 2% (vol/vol), or higher where indicated.

### Metabolomics

BY4741 NR and CR cultures (10 ml SC each) were grown to stationary phase (day 5), then centrifuged in 15 ml disposable conical tubes (Falcon). The supernatant media was filter sterilized through 0.22 μm syringe filters and frozen at –80 °C. Untargeted metabolomics of conditioned media from 6 NR and 6 CR cultures was performed *via* gas chromatography/electron-ionization mass spectrometry (GC/ei-MS) in the Metabolomics Laboratory of the Duke Molecular Physiology Institute (DMPI), as described (92). Metabolites were extracted by the addition of methanol. Dried extracts were methoximated, trimethylsilylated, and run on a 7890B GC-5977B ei-MS (Agilent Corporation, Santa Clara, CA), with the MS set to scan broadly from *m/z* 50 to 600 during a GC heat ramp spanning 60–325 ºC. Deconvoluted spectra were annotated as metabolites using an orthogonal approach that incorporates both retention time (RT) from GC and the fragmentation pattern observed in MS. Peak annotation was based primarily on DMPI’s own RT-locked spectral library of metabolites, which is now one of the largest of its kind for GC/EI-MS. DMPI’s library is built upon the Fiehn GC/MS Metabolomics RTL Library (a gift from Agilent, their part number G1676–90000; (93)). Quantities from the mass spectrometry were normalized to OD_600_ of the cultures to account for cell density. In total, 160 metabolites were annotated based on matches with a spectral library. Another 115 metabolites were not matched in the library and remain unannotated (Table S1).

### Quantitative amino acid profiling

Conditioned NR and CR media from day 5 stationary-phase cultures was collected and concentrated with the Rotavap as described above. As a control, SC media without glucose was also concentrated and analyzed. Samples were submitted to the UVA Biomolecular Analysis Facility and then analyzed using a ZipChip system from 908 Devices that was interfaced with a Thermo Orbitrap QE HF-X Mass Spectrometer. Samples were prepared by diluting 10 μl with 490 μl of LC-MS grade water, which was then further diluted 1:10 with 90 μl of the ZipChip diluent (908 Devices Inc, P/N 810-00168). The samples were loaded onto ZipChip HR Chip (908 Devices Inc, P/N 810-00194) for analysis. The following ZipChip analysis settings were utilized: Field strength: 500 V/cm, Injection volume: 7 nl, Chip Type: HR, BGE: Metabolite, Pressure assist: Enable at 7 min, Run time: 10 min, MS setting (Thermo Orbitrap QE HF-X), m/z range: 70–500, Resolution: 15,000, 1 microscan, AGC target: 3E6, Max ion injection time: 20 ms, Inlet capillary temperature: 200 °C, S Lens RF: 50.

### RNA analysis

Cells from NR overnight cultures were inoculated into 75 ml of fresh NR SC medium that was supplemented with 1.5 ml of concentrated conditioned media (CRCM or NRCM) or 1.5 ml of sterile water as a control. The starting OD_600_ was 0.05 in 250 ml Erlenmeyer flasks. Cultures were grown at 30 °C in a New Brunswick water bath shaker. For the log-phase condition, 50 ml of the samples was collected at OD_600_ of 0.2. Equivalent numbers of cells were collected from smaller aliquots harvested at 24 h and 96 h. Total RNA from three biological replicates was isolated using the hot acid phenol method and then processed into Illumina DNA sequencing libraries as previously described (51), with slight modifications. Briefly, total RNA was treated with DNase I for 10 min at 37 °C and then measured for concentration and quality with an Agilent Bioanalyzer. PolyA mRNA selection was performed on 5 μg of the DNase-treated total RNA with the NEBNext Poly(A) mRNA magnetic isolation module (E7490). DNA sequencing libraries were then generated with the NEBNext Ultra Directional RNA library Prep kit for Illumina (E7420). Libraries were sequenced on an Illumina NextSeq 500 by the UVA Genome Analysis and Technology Core (GATC). Sequencing files are available at GEO (accession number GSE151185). Sequencing reads were mapped to the sacCer3 genome using bowtie2 with default settings (94). We preprocessed sequencing data from the UVA GATC and analyzed differential gene expression in R using DESeq2 (95).

### Acetic acid measurements

In total, 100 μl aliquots were taken at designated time points from standard 10 ml CLS cultures. Cells were pelleted by centrifugation at 2500 rpm at 4 °C, and 50 μl of supernatant was removed and stored at −80 °C, until further analysis. Acetic acid concentration for each sample was then later determined using an Acetic Acid Kit (Biopharm AG) per manufacturer's instructions. The acetic acid concentrations and standard deviations provided are an average of three biological replicates for each condition and reported as g/L.

## Data availability

All data from this study except raw Illumina RNA-seq data sets are contained within the article, including Supplemental Information. Sequencing files are deposited in the NCBI Gene Expression Omnibus (GEO) database at accession number GSE151185.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

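RNA of BY4741 cells in SC medium with 2% glucose and CRCM, NRCM, or water was measured in 27 libraries, 3 biological replicates for each of the 9 groups of supplement and time point (log phase, 24 h, and 96 h). The replicates are separate libraries, and no pair of libraries of a group was alike enough to be a copy (the lowest chi-square per degree of freedom was 3.756). The paper names poly(A) selection, a directional library kit, mapping to sacCer3 with bowtie2 under default settings, and DESeq2. The submitters' notes also name bedtools and edgeR, and no versions are stated. They give Trizol where the methods give hot acid phenol, and a kit not called directional, so whether the libraries kept the strand is not settled. The step that assigned reads to genes, its annotation, and its strand setting are not named in the paper's text. The values are a signal, the reads on each gene, and as deposited by the authors they are already divided by the library total. The 1 deposited file is titled as raw counts, but each of its 27 columns sums to 1, so its values are shares of the library total over 6692 genes. All columns were used and 0 were left out. The total that makes the values whole was fitted for each library, and 99.97% of testable values (99.8% in the lowest library) were whole within 0.1 read. Recovered totals ran from 7396427 to 114316138 reads with a median of 12375094. A gene at 1 CPM thus rests on about 7 to 114 reads, which is where small fold changes are lost to counting error.

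The plan, made before the data were examined, assumed whole counts and edgeR as the main test, with DESeq2 as an alternative. As the file held shares, limma 3.58.1 (R 4.3.3) was used on log2(CPM + 1) after TMM factors from edgeR 4.0.16, with a trend in the variance, and DESeq2 1.42.0 and edgeR's quasi-likelihood test were run on the recovered reads as alternatives. Genes with at least 1 CPM in at least 3 of the 9 libraries of a time point were tested, p values were adjusted by Benjamini-Hochberg, and 0.05 was the threshold. Every adjusted p of a gene without another tool beside it comes from limma. The change of the CRCM effect between 24 h and 96 h was tested as an interaction over the 27 libraries. Replicate numbers were not used as pairs, since neither the paper nor the labels give a shared batch. Same-numbered CRCM and NRCM libraries nonetheless correlated in all 3 pairs at log phase (0.481 to 0.75) and 24 h (0.227 to 0.339), and the block was run as an alternative. On simulated data with 3 libraries per group, limma recovered 97% of 67 genes changed 2-fold and 50.7% of 67 changed 1.5-fold at the spread of the 24 h libraries, and 64.2% and 13.4% at the spread of the log-phase libraries.

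Gene lists, 26 in all, were fixed before the data were examined: serine and threonine use, one-carbon metabolism, amino acid catabolism, amino acid biosynthesis under general amino acid control, sulfate assimilation and methionine, amino acid permeases, nitrogen catabolite repression, the mitochondrial ribosome, respiratory chain and ATP synthase subunits, complex IV assembly, the TCA cycle, the glyoxylate cycle with gluconeogenesis and acetate use, hexose transport, trehalose and glycogen, the stress response, autophagy, rRNA processing and ribosome assembly, cytosolic ribosomal proteins, transcripts of the mitochondrial genome, ORFs within 10 kb and 10 to 30 kb of a chromosome end, the PAU, COS, and FLO families, silent mating loci and alpha-specific genes, a-specific genes, meiosis and sporulation, and the cell cycle and histones. They were tested against other genes with camera at a preset correlation of 0.01, adjusted over the 26 lists in 6 comparisons. With an estimated correlation no camera call was kept, and the self-contained test fry was run beside it. For CRCM against water at 24 h, fry lost the camera calls of respiratory chain subunits (adjusted p = 0.162), rRNA processing (0.0616), and cytosolic ribosomal proteins (0.321). At 96 h it lost those of rRNA processing (0.321), cytosolic ribosomal proteins (0.24), and trehalose and glycogen (0.0503). Not called by camera but called by fry at 24 h were one-carbon metabolism (adjusted p = 0.0163), amino acid biosynthesis (0.00118), and sulfate assimilation (0.0296). Hexose transport (0.00326) and silent mating loci (0.00843) were too. At 96 h these were amino acid permeases (0.0017), nitrogen catabolite repression (0.028), and complex IV assembly (0.0222). ORFs 10 to 30 kb from an end (0.0169) and silent mating loci (0.0121) were too. Genes higher by over 1.5-fold were tested for each list with Fisher's exact test over the genes tested. PCA used the 500 genes with the largest variance, and the separation of supplements was tested by a pseudo-F over all 280 groupings of 9 libraries. Named genes were, for CRCM against water, the 10 largest changes in each direction with an adjusted p under 0.05, at least 10 CPM in the higher group, and no overlap between groups, the 3 smallest adjusted p values in each direction, up to 4 genes per list, and the genes the paper names. For the other comparisons they were up to 5 in each direction. The rows of Tables S4 and S5 that were held, all but 2040 of 4029 and 763 of 2753, had been seen when this rule was written. PCK1, NSR1, and RNR1 are given over time as examples chosen after their values were seen, as is HXT4 at log phase.

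The alternatives were RLE factors, other filters, leaving out each library, fits without transcripts of the mitochondrial genome, a block for the replicate number, fits of 6 or 27 libraries, and DESeq2. Added after the data were seen were no TMM factors, pseudocounts of 0.1 and 5 CPM, edgeR's test, leaving out the 3 libraries numbered 3 at log phase, a permutation within replicate numbers, and the telomere-proximal ORFs without a 25-mer at another place of the genome.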

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

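Both tests of the transcripts of the mitochondrial genome, the tests of the telomere-proximal ORFs for a background, for an effect of CRCM and not of NRCM, and for reads shared with any other place of the genome, the tests for RNA of another strain and for list calls resting on 1 library, the permutation within replicate numbers, and the fits without TMM factors were chosen after the results were seen. The effect of CRCM against water differed between 96 h and 24 h for 1074 genes where it was higher at 96 h and 885 where it was lower, of 6658 tested for the interaction with limma. Without TMM factors the counts were 401 and 3300, so which direction holds more genes depends on the scaling, and the values given here for genes are with TMM factors. Of 100 drawn splits of the libraries within each time point, the real one gave the most such genes, 1959 against 1751 in the highest other. These splits exchange CRCM and water labels, so they test for no effect of CRCM and not for an equal effect at both times. They thus cannot exclude chance for a difference between the times. Both directions together held 522 genes higher and 606 lower at both times, and 150 higher at 24 h and lower at 96 h with 219 the other way, of which 364 passed the interaction test. Among the genes named in the text, the CRCM effect was higher at 96 h than at 24 h, as a difference of log2 fold changes, for PHO89 (5.70), PHO84 (4.67), RGI2 (4.56), SSA3 (4.08), TIP1 (4.00), CDA2 (3.47), SPS100 (3.28), ARO9 (3.20), FIT3 (3.06), HXT14 (2.89), BTN2 (2.65), ADY2 (2.59), AGA2 (2.42), ADE17 (2.40), ARN2 (2.32), BAR1 (2.26), HSP12 (2.17), ARO10 (2.00), HSP82 (1.97), CRC1 (1.95), PUT4 (1.92), ADE3 (1.88), TAT1 (1.66), MFA2 (1.56), SHM2 (1.54), HSP104 (1.34), MET6 (1.24), HXT3 (1.21), BAP2 (1.21), ATG41 (1.18), GCV1 (1.14), BNA4 (1.10), GSY1 (1.09), TSL1 (1.06), THR1 (1.02), LEU4 (0.95), DMC1 (0.74), and SHM1 (0.60). It was lower at 96 h for CHA1 (-3.46), MRPS8 (-1.93), IME1 (-1.77), PHD1 (-1.73), FUR4 (-1.71), SER3 (-1.67), COX14 (-1.46), CYC1 (-1.40), CYC7 (-1.39), GRX6 (-1.33), YGP1 (-1.31), MSS51 (-1.17), JJJ1 (-1.03), URA1 (-1.03), MRPL50 (-0.96), YFH1 (-0.95), PET191 (-0.93), RSM19 (-0.89), and BUL2 (-0.54).

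Transcripts of the mitochondrial genome and telomere-proximal ORFs were both lower with CRCM than with water. For the mitochondrial transcripts, an effect of CRCM and not of NRCM is argued against by a median of -0.34 (-0.344 to 3 digits) for CRCM against NRCM at 24 h. RNA without poly(A) tails carried over to a different degree from library to library goes with a ratio of up to 17.7 between replicates of a group at log phase. The ratio between water and CRCM at 24 h was 7.55. At 24 h, however, the water libraries (937 to 1743 CPM in sum) did not overlap those with CRCM (143 to 202) or NRCM (96.6 to 389). Scatter between replicates does not by itself give a split by supplement, and what set water apart was not tested. For the telomere-proximal ORFs, reads shared between members of the PAU, COS, and FLO families are argued against at 96 h by a median of -0.346 for the 94 ORFs outside them (38 lower, 5 higher, bootstrap SD 0.043). Reads shared with any other place of the genome are argued against by medians of -0.644 at 24 h (22 ORFs, 14 lower and 3 higher, bootstrap SD 0.151) and -0.4 at 96 h (24 ORFs, 12 lower and 1 higher, bootstrap SD 0.185) for the ORFs without a 25-mer at another place. These bootstraps draw ORFs and not libraries, so their SDs do not measure the spread between libraries. Most of the telomere-proximal ORFs have such a 25-mer (82 and 94), and how far shared reads add to their values stays open. At 24 h the median was -0.084 for NRCM against water and -0.569 for CRCM against water, but camera called these ORFs lower with NRCM too. The shift was thus larger with CRCM, and whether NRCM had none stays open. At 96 h an effect of CRCM and not of NRCM is argued against by a median of -0.294 for NRCM against water. A background in the water libraries that raises all silent nuclear genes alike is argued against by a median of -0.56 for CRCM against NRCM at 24 h. Without TMM factors that median was -0.228, while the median of all genes was 0.344. Its size thus depends on the scaling, and only its sign was kept. At 96 h such a background cannot be told apart. There, low-expressed ORFs far from chromosome ends held 0.467 of the excess of water over CRCM per kb, on values without TMM factors. In those values the typical gene shifted by -0.12 in CRCM against water, which adds to such an excess, so the ratio decides nothing.

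Between CRCM and water at 24 h, 3387 genes differed. The depth of CRCM replicate 3, the deepest library, is argued against by 2771 genes called without it, with 1424 of 1765 higher and 1329 of 1622 lower calls kept. On the values as deposited 4433 genes were called, but there the median of all genes was 0.42, a shift that gives calls by itself. That number therefore does not tell whether scaling of the libraries set the number of calls. Of the calls with TMM factors, all 1765 higher ones were also called there, but only 656 of 1622 lower ones. The other lower calls depend on the scaling, which also sets how many calls are higher. Whether CRCM cultures were further along the change from 24 h to 96 h cannot be told apart from another effect, as across genes the CRCM effect at 24 h followed that change in the NRCM libraries with Spearman rho 0.203 and 62.8% of called genes moved the same way.

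Reads on LEU2 (68.1 CPM) and URA3 (11.7 CPM), genes deleted in BY4741, appeared in CRCM 96 h replicate 3. RNA of another yeast strain in that library cannot be told apart from another source. There, 15 other genes stood over 2-fold above all other 26 libraries, where the median library had 0, but a water library at 96 h with 0.0886 CPM on LEU2 and 0.177 CPM on URA3 had 35, and MET17, also deleted in BY4741, was at 0 CPM. That the number of genes called at 96 h rests on this library is argued against by 3110 called without it against 2749 with it, of which 1249 of 1338 higher and 1265 of 1411 lower stayed. Whether gene list calls at 96 h rest on this library, or were lost with the power of 1 library fewer, differed between lists. Of 13 list calls, 4 were lost without it, against 0 without CRCM replicate 1 or 2 and at most 2 without any water library. The medians, with SDs from a bootstrap over the genes of the list, went from 0.182 ± 0.025 to 0.006 ± 0.027 for cytosolic ribosomal proteins and from 0.134 ± 0.047 to 0.003 ± 0.051 for rRNA processing. These calls ended with the shift itself, which argues against a loss of power alone for them. The medians went from -0.442 ± 0.173 to -0.275 ± 0.193 for trehalose and glycogen and from -0.639 ± 0.396 to -0.548 ± 0.43 for the stress response, and the adjusted p passed 0.05. For these lists, resting on this library cannot be told apart from a loss of power. The SDs do not measure the spread between libraries.

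Splits of 6 libraries into 3 and 3 number 10 and cannot give a share under 0.1, so they are given only as the real value and the highest other. The real splits called 0, 1, and 0 genes at log phase (CRCM against water, NRCM against water, CRCM against NRCM), with 10, 2, and 10 splits giving as many and at most 0, 1, and 0 in the others. At 24 h and 96 h, every other split called 0 genes in each of the 3 comparisons and 0 by over 1.5-fold between CRCM and water. For gene lists called within a comparison at 24 h, the real splits gave 16, 9, and 13 and the highest others 14, 10, and 19, with 1, 6, and 6 of 10 splits as large. At 96 h they gave 13, 10, and 11 against 15, 17, and 11, with 3, 5, and 3 as large, so other splits call many lists too. For the separation of supplements by pseudo-F, 136 of 280 groupings were as large as the real one at log phase (highest other 5.718), so chance cannot be excluded there, and neither within replicate numbers (9 of 36), and 1 of 280, the real one, at 24 h (highest other 10.037) and at 96 h (4.147), where it can.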

How the results depend on the processing

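The fits without TMM factors, with other pseudocounts, with edgeR, and without the 3 libraries numbered 3 together were chosen after the data were seen. No count of genes called between CRCM and water or NRCM at 24 h and 96 h moved by over 1.5 times except without TMM factors. There CRCM against water at 24 h gave 3777 higher and 656 lower genes (2439 and 442 by over 1.5-fold) and CRCM against NRCM 3450 and 544, NRCM against water at 96 h gave 489 higher, the interaction gave 401 genes higher and 3300 lower at 96 h, and the genes shared by CRCM and NRCM were 548 higher and 130 lower at 24 h and 247 and 632 at 96 h; the shift of all genes shows the cause. GCN4 and SNF1 at 24 h, at -0.37 and -0.02, became 0.0579 and 0.4028 there. At log phase, where the counts were 0 or 1, the 3 libraries numbered 3 left out together gave 12 genes lower with CRCM, 6 higher and 16 lower with NRCM, and 3 lower with CRCM than NRCM. The replicate block gave 29 higher and 4 lower genes with NRCM, DESeq2 gave 10 and 8 and, for CRCM against NRCM, 1 and 3, all 27 libraries gave 17 and 7 and 1 lower with CRCM, and the 6 libraries compared gave 0 lower with NRCM. Leaving out 1 library gave 0 to 9 lower with CRCM, 0 to 3 higher and 0 to 11 lower with NRCM, and 0 to 3 lower with CRCM than NRCM. NRCM against water moved most. At 24 h the 6 libraries compared gave 148 higher and 101 lower, all 27 gave 264 and 240, DESeq2 gave 597 lower, and leaving out 1 library of the fit gave 130 to 1358 and 81 to 1092. At 96 h the 6 libraries gave 1415 and 1312, leaving out 1 of them from the fit of 9 gave 366 to 568 and 327 to 484, and leaving out CRCM replicate 3, of the group not compared, raised the counts to 1468 and 1293. Genes shared by CRCM and NRCM at 24 h were 129 higher and 84 lower with 6 libraries, 213 and 154 with all 27, 379 lower with DESeq2, and 108 to 979 and 68 to 612 with 1 library left out, and at 96 h 200 to 711 and 174 to 621. The cause of these moves was not tested. The second component over 27 libraries was 9.8% with all genes past the filter. The camera calls of the mitochondrial ribosome at 24 h (median 0.848) and of telomere-proximal ORFs at 24 h (-0.569) and 96 h (-0.441) were lost with an estimated correlation. Without TMM factors these medians were 1.266, -0.193, and -0.545, of the same sign, as all genes shifted. Of 568 alternatives for counts and components, 473 stayed within 1.5 times of the main value or, for the pseudo-F, on the same side of the threshold. For lists, 968 of 1042 kept their direction and side of the threshold, as did 1864 of 1891 for named genes. A gene or list was counted as turned only where it was called under one of the settings. Depth limits genes near 1 CPM, which rest on few reads in the smallest libraries.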

Differences from the paper's values

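No test in this part was chosen after the result was seen. The paper's text reports no significant genes at log phase for NRCM against water, and limma called 1 lower gene, ADE17 (0 higher). Of the settings set before the data were examined, the count of lower genes was 0, as in the paper, with the 6 libraries compared and without water replicate 1, NRCM replicate 1, NRCM replicate 2, or CRCM replicate 1, and from 1 to 11 under the others, with 8 under DESeq2. The count of higher genes was further from the paper with the replicate block (29), all 27 libraries (17), and DESeq2 (10), and was 3 without NRCM replicate 3, 1 without water replicate 3, and 0 under the others. Genes lower with NRCM alone at 24 h were about 96 in Fig. 3F, read by eye, against 157 here, both at an adjusted p under 0.05. Over the settings chosen in advance this count ran from 13 without water replicate 1 to 480 without NRCM replicate 1, and was 218 with DESeq2. The other counts of Fig. 3F, the components of Fig. 3D and 3E, and CHA1 in Fig. 3G lay within the errors or 1.5 times of the values here. The 26 genes named here for 24 h and 10 for 96 h that were found in the held part of Tables S4 and S5, all but 2040 of 4029 and 763 of 2753 rows, had the paper's sign and differed by at most 0.124 and 0.165, within the errors. The held log2 fold changes run from -6.37 to -0.21 in Table S4 and from -5.67 to 0.59 in Table S5. Genes that rose strongly could therefore not be compared with these tables.

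The paper gives a-amino acid catabolism as the leading term among genes higher with CRCM at 96 h. Among the lists fixed here, which are not its terms, amino acid catabolism had 12 genes against 3.5 by chance (adjusted p = 0.000645, Fisher's exact test), and the glyoxylate cycle, gluconeogenesis, and acetate use had 13 against 2.3 (adjusted p = 6.11e-07).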

Other observations

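The fits without TMM factors were chosen after the data were seen. The a-specific genes, which MATa cells express for mating, were lower with CRCM than with water at 24 h and higher at 96 h. Of 7, 6 were lower and 0 higher at 24 h (7 and 0 when adjusted over the list alone; median -0.77, camera adjusted p = 0.00321, adjusted p = 0.616 with an estimated correlation), and 5 were higher and 0 lower at 96 h (5 and 0 when adjusted over the list alone; median 0.71, camera adjusted p = 0.0356, adjusted p = 0.616 with an estimated correlation, 0.0634 without water replicate 1, and 0.0511 without water replicate 3). AGA2, a subunit of the a-agglutinin, had log2 fold changes of -1.40 and 0.99, and BAR1, the protease that degrades alpha-factor, of -1.16 and 1.07, and the a-factor gene MFA2 rose by 0.95 at 96 h. Of 8 genes of the silent mating loci and alpha-specific genes, 2 were higher at 24 h and 4 higher and 1 lower at 96 h (2, and 5 and 1, when adjusted over the list alone; camera adjusted p = 0.264 and 0.083, the latter 0.0464 with only the 6 libraries compared). Of 137 genes of cytosolic ribosomal proteins, many of them pairs that share reads, 2 were higher and 19 lower at 24 h (1 and 1 when adjusted over the list alone; median -0.61, camera adjusted p = 0.000199, adjusted p = 0.791 with an estimated correlation and 0.089 with DESeq2) and 27 higher and 2 lower at 96 h (17 and 2 when adjusted over the list alone; median 0.18, camera adjusted p = 0.000669, adjusted p = 0.786 with an estimated correlation and 0.349, at a median of 0.006, without CRCM replicate 3). Of 84 genes of rRNA processing, 18 were higher and 4 lower at 96 h (13 and 3 when adjusted over the list alone; median 0.13, camera adjusted p = 0.0357, adjusted p = 0.794 with an estimated correlation), a call lost with DESeq2, with all 27 libraries, and without water replicate 1, water replicate 3, or CRCM replicate 3 (adjusted p = 0.0718, 0.0516, 0.085, 0.0751, and 0.644, with a range of 0.000386 to 0.644 over all settings but the estimated correlations), and with a median of 0.003 without CRCM replicate 3. With fry that call was lost too (adjusted p = 0.321). NSR1 rose by 1.43.

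Of 21 genes of hexose transport, 2 were higher and 9 lower at 24 h (4 and 9 when adjusted over the list alone; median -0.15, but 0.25 without TMM factors; camera adjusted p = 0.111, and called with DESeq2 at 0.0385 and without TMM factors at 0.0163) and 6 higher and 6 lower at 96 h, as when adjusted over the list alone (median 0.01 and mean -0.11, with the median turned without TMM factors; camera adjusted p = 0.915). The glucose transporter gene HXT3 had a log2 fold change of -1.44 at 24 h, HXT4 one of -3.21 at 96 h, and HXT14 rose by 1.69 at 96 h; HXT6 and HXT7 are near-identical and share reads. Of 25 autophagy genes, 5 were higher and 4 lower at 24 h, as when adjusted over the list alone (median -0.02, turned without TMM factors; camera adjusted p = 0.99), and 2 higher and 4 lower at 96 h (1 and 2 when adjusted over the list alone; median 0.07 and mean -0.04, the median turned without TMM factors; camera adjusted p = 0.975), and ATG41 had a log2 fold change of -2.28 at 24 h. Of the PAU, COS, and FLO families, which share reads, 17 of 39 were lower and 2 higher at 24 h, as when adjusted over the list alone (median -0.29, but 0.08 without TMM factors; camera adjusted p = 0.000298, adjusted p = 0.567 with an estimated correlation), and 23 of 47 were lower and 4 higher at 96 h (24 and 4 when adjusted over the list alone; median -0.58, camera adjusted p = 0.000156, adjusted p = 0.567 with an estimated correlation). Of 32 genes of meiosis and sporulation, 2 were higher and 12 lower at 24 h (1 and 12 when adjusted over the list alone; median -0.24, but 0.16 without TMM factors; camera adjusted p = 0.0333, adjusted p = 0.616 with an estimated correlation, 0.104 with DESeq2, 0.0657 with all 27 libraries, 0.051 without water replicate 1, and 0.0883 without CRCM replicate 1) and 5 higher and 11 lower at 96 h (5 and 13 when adjusted over the list alone; median -0.30, camera adjusted p = 0.216), with DMC1, of meiotic recombination, at -1.10 at 24 h and SPS100, of the spore wall, higher by 2.72 at 96 h. Of 29 genes of the cell cycle and histones, 4 were higher and 7 lower at 24 h (4 and 6 when adjusted over the list alone; median -0.39, but 0.03 without TMM factors; camera adjusted p = 0.216) and at 96 h (4 and 7 when adjusted over the list alone; median -0.18, camera adjusted p = 0.454).

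In the lists given above at 1 time point, CRCM against water at the other gave the following. At 24 h, amino acid permeases had 6 genes higher and 7 lower of 19, as when adjusted over the list alone (median -0.08, but 0.34 without TMM factors; camera adjusted p = 0.686), amino acid biosynthesis 15 and 24 of 54 (15 and 25 when adjusted over the list alone; median -0.20, but 0.22 without TMM factors; camera adjusted p = 0.0608, and called lower with DESeq2 and without water replicate 2, water replicate 3, or CRCM replicate 1, at 0.0181, 0.0496, 0.0415, and 0.0359), sulfate assimilation and methionine 4 and 6 of 20, as when adjusted over the list alone (median -0.17, but 0.24 without TMM factors; camera adjusted p = 0.246), and nitrogen catabolite repressed genes 4 and 13 of 22, as when adjusted over the list alone (median -0.56, camera adjusted p = 0.0224, adjusted p = 0.616 with an estimated correlation). The glyoxylate cycle, gluconeogenesis, and acetate use had 9 higher and 5 lower of 22 at 24 h (9 and 6 when adjusted over the list alone; median 0.25, camera adjusted p = 0.612 up, and fry down). At 96 h, complex IV assembly had 8 higher and 2 lower of 30 (5 and 2 when adjusted over the list alone; median 0.04, turned without TMM factors; camera adjusted p = 0.49), the TCA cycle 3 and 2 of 16, as when adjusted over the list alone (median 0.10, turned without TMM factors; camera adjusted p = 0.483), respiratory chain subunits 16 and 5 of 40 (17 and 5 when adjusted over the list alone; median 0.29, camera adjusted p = 0.00884, adjusted p = 0.672 with an estimated correlation and 0.0644 without water replicate 2), and trehalose and glycogen 0 and 9 of 16 (1 and 9 when adjusted over the list alone; median -0.44, camera adjusted p = 0.0096, adjusted p = 0.727 with an estimated correlation and 0.107, at a median of -0.275, without CRCM replicate 3). Of 28 transcripts of the mitochondrial genome at 96 h, 20 were lower with CRCM (22 when adjusted over the list alone) and 26 with NRCM, with medians of -3.51 and -3.25 (adjusted p = 0.594 and 0.567 with an estimated correlation). CRCM replicate 3, at 9631 CPM in sum, lay within the range of the water libraries, and without it the median for CRCM was -3.80.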
